# Gene Expression Analysis of Rice Seedling under Potassium Deprivation Reveals Major Changes in Metabolism and Signaling Components

**DOI:** 10.1371/journal.pone.0070321

**Published:** 2013-07-29

**Authors:** Alka Shankar, Amarjeet Singh, Poonam Kanwar, Ashish Kumar Srivastava, Amita Pandey, Penna Suprasanna, Sanjay Kapoor, Girdhar K. Pandey

## Abstract

Plant nutrition is one of the important areas for improving the yield and quality in crops as well as non-crop plants. Potassium is an essential plant nutrient and is required in abundance for their proper growth and development. Potassium deficiency directly affects the plant growth and hence crop yield and production. Recently, potassium-dependent transcriptomic analysis has been performed in the model plant *Arabidopsis*, however in cereals and crop plants; such a transcriptome analysis has not been undertaken till date. In rice, the molecular mechanism for the regulation of potassium starvation responses has not been investigated in detail. Here, we present a combined physiological and whole genome transcriptomic study of rice seedlings exposed to a brief period of potassium deficiency then replenished with potassium. Our results reveal that the expressions of a diverse set of genes annotated with many distinct functions were altered under potassium deprivation. Our findings highlight altered expression patterns of potassium-responsive genes majorly involved in metabolic processes, stress responses, signaling pathways, transcriptional regulation, and transport of multiple molecules including K^+^. Interestingly, several genes responsive to low-potassium conditions show a reversal in expression upon resupply of potassium. The results of this study indicate that potassium deprivation leads to activation of multiple genes and gene networks, which may be acting in concert to sense the external potassium and mediate uptake, distribution and ultimately adaptation to low potassium conditions. The interplay of both upregulated and downregulated genes globally in response to potassium deprivation determines how plants cope with the stress of nutrient deficiency at different physiological as well as developmental stages of plants.

## Introduction

Potassium is one of the essential macronutrients required for plant growth and development. It plays a major role in different physiological processes like cell elongation, stomatal movement, turgor regulation, osmotic adjustment, and signal transduction by acting as a major osmolyte and component of the ionic environment in the cytosol and subcellular organelles [1]–[7]. Potassium is also required for balancing the electrical charge of membranes, energy generation by proton pump activity, long-distant transport of ions from root to shoot, protein synthesis, enzyme activation, and metabolism of sugars and nitrogen [2], [8], [9]. Since potassium is one of the major plant macronutrients (cytosolic K^+^ concentration is approximately 100 mM), potassium deficiency poses a severe agricultural challenge and requires the use of large quantities of chemical fertilizers for sustainable agricultural practices.

Previous studies report that potassium acts as an activator or cofactor in several enzyme systems [10]. Enzymatic activity of pyruvate kinase, starch synthase, nitrate reductase, and rubisco are all directly connected to metabolic changes under potassium deficiency [11]–[14]. One of the hallmarks of potassium deficiency is chlorosis (yellowing) in older leaves, a consequence of mobilization of potassium from older leaves to younger growing tissues [2], [9], [15].

Potassium uptake takes place in the roots of plants; potassium is subsequently redistributed to plant tissues and organs and stored in abundance in vacuoles. Plant roots tolerate short-term potassium deprivation by utilizing potassium stored in the vacuole when available. When plants grow in potassium-deficient soil, the root cells sense the low concentrations of K^+^ and initiate a series of physiological reactions [16], [17]. The detailed physiological role of potassium absorption and uptake has been studied in several plant species, and the molecular mechanisms of potassium transport have been largely elucidated in *Arabidopsis*. A large number of transporters and channels in *Arabidopsis* have been implicated in the uptake and mobilization of potassium from root to other parts of the plant [4], [18]–[21]. To adjust fluctuation of potassium levels in the soil, plants have adopted two modes of potassium uptake in their roots, namely high-affinity and low-affinity uptake [4], [22], [23]. Recently, studies implicated calcium-mediated CBL-CIPK signaling in regulating the shaker family K^+^ channels AKT1 and AKT2, however detailed mechanistics of potassium sensing remain elusive [6], [24], [25]. Research related to the molecular mechanisms of K^+^ sensing, uptake, distribution, and homeostasis in cereal and non-cereal crops is still miniscule. Although considerable work has been done in the model plant *Arabidopsis*, an extensive amount of work is still needed in crop plants to understand the detail mechanisms of K^+^ nutrition and signaling.

In this study, we used whole genome microarrays to determine the transcriptomic profile of rice seedlings exposed to short-term K^+^ deficiency followed by K^+^ resupply. We applied Benjamini-Hochberg correction to filter the differentially expressed genes in different conditions. We also performed PCA (Principal Component Analysis) and Pearson correlation coefficient analysis to ensure reliability of the data. According to our microarray data, potassium deficiency affects the expression of various genes, which were grouped into different categories such as metabolism, transcription factor, transporter, signal transduction. The objective of this study is to determine the expression pattern of genes under low potassium stress conditions and to determine the role of these genes in potassium homeostasis and adaptation in potassium-deficient soil.

## Results

### Phenotypic Analysis of K^+^ Deficiency on Rice Seedling Growth

For transcriptional analysis under potassium deficiency, 5 days old hydroponically grown indica rice IR64 seedlings were transferred to a potassium-deficient medium for 5 days followed by resupply of potassium for 6 h. Seedlings grown in potassium-deficient media had reduced shoot and root growth and leaf blade height (Figure 1A, B). However, there was no phenotypic difference between K^+^ minus or starved (KM) and K^+^ resupply (KR) seedlings after treatment for 6 h. In addition, we observed a higher number of root hairs in KM seedlings while more lateral roots were seen in K^+^ plus or normal growth (KP) seedlings (Figure 1A, B). The biomass and ion content (K^+^, Na^+^) of seedlings were also measured for each condition. The fresh and dry weight of KM seedlings was lower after 5 days of K^+^ deficiency compared to normal growth conditions, whereas no significant difference was observed between KM and KR (Figure 1C). In order to determine the total K^+^ and Na^+^ content, single-channel flame photometry (see Material and Methods) was performed for all the three conditions. KM seedlings contained about 4 times less K^+^ than KP seedlings while KR showed slightly higher K^+^ than KM plants (Figure 1D). Na^+^ content was lower in KP condition as compared to KM and KR condition, however no significant difference was found in KM and KR seedlings.

**Figure 1:**
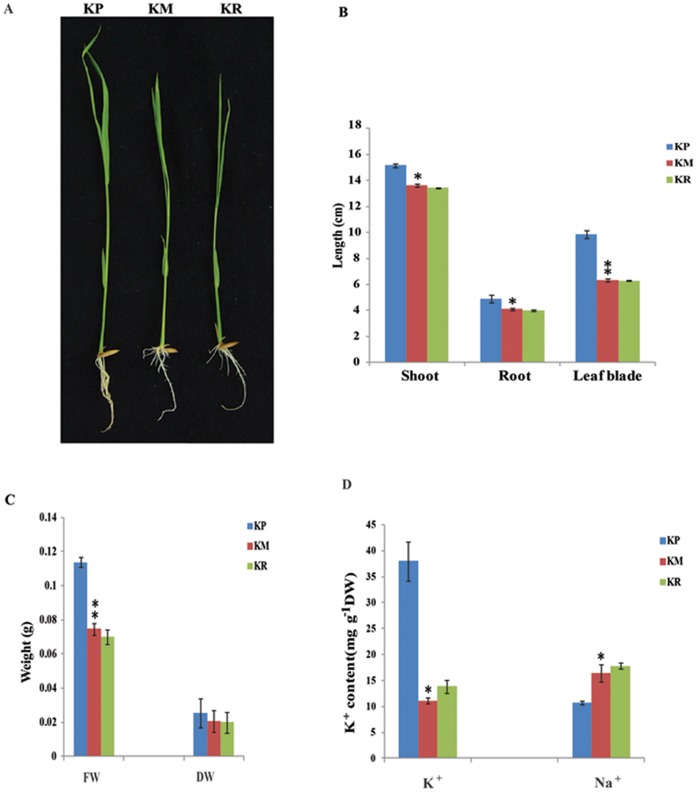
Growth and ion content analysis of rice seedlings during potassium nutrient deficiency. (**A**) Analysis was performed 5 days after transfer of seedling in KP and KM medium. Phenotypes of rice seedlings under normal, K^+^ deficient and resupply conditions (KP, KM and KR). (**B**) Length of rice shoot, root and leaf blade under three different conditions. (**C**) Fresh and dry weight comparison of rice seedling. (**D**) K^+^ and Na^+^ content of rice seedlings. Differences between mean values of treatments and controls were compared using t - tests (* P<0.05, ** P<0.01).

### Global Expression Analysis in Response to Potassium Deficiency and Resupply Condition

To obtain insights into changes in rice gene expression profiles under potassium deprivation and resupply of potassium, we performed rice whole genome microarrays using Affymetrix gene chip (57 K). Rice seedlings were subjected to three different conditions, viz. K^+^ plus (KP), K^+^ minus (KM), and K^+^ resupply (KR) after five days of normal growth as described in the material and method. Total RNA was isolated from treated seedlings and used for whole genome microarray analysis. 

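The expression values of all 12 arrays were analysed again. They cover 3 arrays each of seedlings before transfer (0h), kept on potassium (KP), kept without potassium (KM) and resupplied for 6 h (KR). The authors' GCRMA intensities were taken as log2 values, and 57,258 probe sets were tested once 123 control probe sets were set aside. A single limma fit with a mean per group covered the 12 arrays. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Log2 changes stand with their limma standard error, and each rests on 3 arrays per group. The arrays' median log2 values ran from 2.70 to 2.83, with the KR arrays highest (2.79 to 2.83). Where a group lies near these medians, here called near background, the size of a change is limited by background and is uncertain. Other tests, thresholds, scalings and arrays left out in turn were run as alternatives, and some calls that they end are named below.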

The microarray gene expression data was normalized against data obtained for samples grown on normal media for five days (untreated seedlings) in order to eliminate potassium-responsive genes involved in early growth and development of seedlings. 

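From 0h to KP 3362 probe sets rose and 3270 fell, the most of the 4 comparisons run at these thresholds. With no fold threshold the order turned, with 26105 called in KR against KM, 25253 in KR against KP and 15284 here. Quantile normalization lowered the KR against KM number to 15675. The 0h group follows the array titles and source names, and a treatment tag of these 3 arrays names the medium lacking potassium instead. DNA replication genes (MCM, ORC, RFC, RPA and PCNA members, which open and copy DNA) were lower: 18 of 26 fell and the other 8 were not called, with the same 18 when adjusted over the list alone (camera adjusted p = 7.29e-14, and adjusted p = 0.0356 with an estimated correlation). Clock genes moved up, 4 of 7 higher and 3 not called, also over the list alone (camera adjusted p = 1.43e-06, and adjusted p = 0.0149 with an estimated correlation). GI, an evening clock gene, went from a mean log2 value of 6.23 to 10.47. Heat stress transcription factors were 3 higher and 1 lower of 20, the same over the list alone (camera adjusted p = 0.00157, and adjusted p = 0.0356 with an estimated correlation). Among 25 aquaporins, the water channels, 10 rose and 1 fell (camera adjusted p = 5.3e-07, and adjusted p = 0.107 with an estimated correlation). Of 8 root markers 5 rose alongside them (camera adjusted p = 0.0113, and adjusted p = 0.289 with an estimated correlation). Potassium transport genes had 5 of 24 higher and 19 not called (camera adjusted p = 0.0179, and adjusted p = 0.134 with an estimated correlation). Ammonium and nitrate transporters had 4 of 10 higher and 6 not called (camera adjusted p = 0.0119, and adjusted p = 0.0726 with an estimated correlation). These are limma calls on 3 arrays per group. The hours of harvest are not stated, so the changes from 0h to KP are not separated from a difference in time of day.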

To determine the accuracy and reliability of the data obtained, microarray data of three biological replicates for each treatment was analysed for their correlation coefficient, and Principal Component Analysis (PCA) was also performed. Correlation between the biological replicates was calculated using Pearson’s correlation coefficient based on the signal intensities. 

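Arrays of the same condition were close to each other: Pearson r on linear intensity was 0.989 to 0.996 in 0h, 0.985 to 0.992 in KP, 0.992 to 0.997 in KM and 0.992 to 0.994 in KR (3 pairs each). Between conditions r was 0.945 to 0.957 for KP with KM, 0.936 to 0.950 for KR with KM and 0.944 to 0.961 for KR with KP. The 0h arrays stood farthest off, at 0.851 to 0.869 with KM. Every value describes arrays over all probe sets and carries no test.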

The three replicates of each treatment showed correlation coefficient of greater than 0.98 (Table 1). The values of the correlation coefficients of the three replicates were further reinforced by the result of the PCA, wherein the biological replicates for each treatment showed a high degree of correlation. Interestingly, the PCA cluster for the third treatment i.e. resupply of K^+^-deficient medium with K^+^ for 6 h (KR) was positioned closer to the PCA cluster of the K^+^-plus condition (KP) as compared to the PCA cluster for the K^+^-minus condition (KM) (Figure 2A). This indicated that resupplying potassium externally for 6 h restored expression of many genes to their normal levels [i.e. K^+^ plus condition (KP)].

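KR lay nearer to KP than to KM, by a small margin over all probe sets. The mean distance between log2 profiles was 109 for KR with KP (9 pairs, 106 to 113) and 113 for KR with KM (110 to 116), while KM and KP were 101 apart. Replicates of one condition were 56.0 (KR), 51.9 (KP) and 45.5 (KM) apart. On the first 2 principal components, holding 60.0% and 16.3% of the variance, KR was 82.4 from KP and 99.8 from KM, and KM was 24.7 from KP. These distances depend on the 0h arrays: without them they were 100, 105 and 92.7 (KR-KP, KR-KM and KM-KP). The first component set 0h apart from the other conditions, and the second set KR apart from KP and KM. The ratio of the KR-KP to the KR-KM distance was 0.826 on 2 components and 0.966 over all probe sets. Pairs that share an array are not independent, so no test was made.

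**Figure D1:**
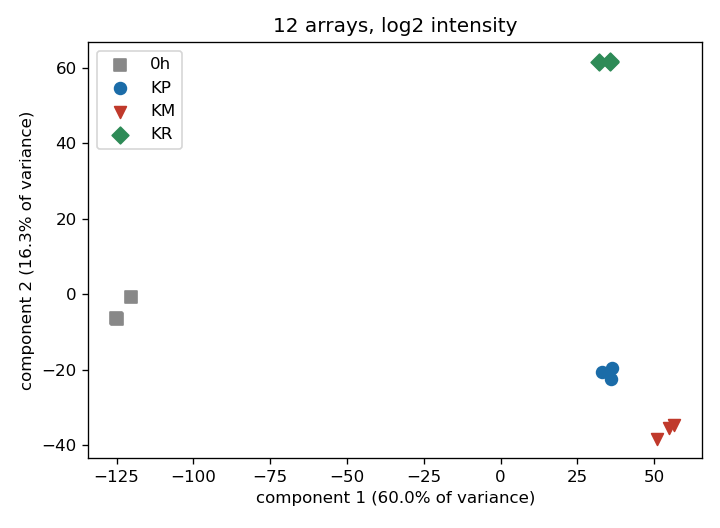
Scores of the 12 arrays on the first 2 principal components of log2 intensity (60.0% and 16.3% of variance); each point is 1 array and colours give 0h, KP, KM and KR. KR stands apart from both KP and KM on component 2.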

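After 6 h of resupply many transcripts had moved back toward KP, and others stood apart. Of the 1457 probe sets called in KM against KP, 1243 (85.3%) moved back in KR, 645 of them past the thresholds (44.3%, 95% interval 41.7 to 46.8). That interval treats probe sets as independent and does not measure the spread between arrays. The median return toward KP was 81.9% for probe sets higher in KM (quartiles 45.1% and 109%) and 43.8% for those lower in KM (8.84% and 88.9%). In KR 904 (62.0%) were not called different from KP and 485 (33.3%) still differed in the same direction. Compared directly, KR and KP differed at 1834 probe sets, 657 higher and 1177 lower in KR. MYB factor LOC_Os02g46030 was lower in KM (log2 change -5.42 ± 0.06) and stayed lower in KR against KP (-5.29 ± 0.06), near background in KM and KR (2.66 and 2.79). Morning clock gene CCA1 did the same (-4.71 ± 0.18 in KM, -4.29 ± 0.18 in KR against KP). CAO, which makes chlorophyll b, fell in KM (-3.04 ± 0.08), rose on resupply (3.18 ± 0.08) and was not called between KR and KP (0.14 ± 0.08). Both comparisons use the KM arrays, which by itself makes them run opposite. In simulated unchanged groups sharing the KM arrays 66.7% of probe sets had opposite signs, and 64.9% did here over all probe sets. The covariance of the 2 log2 changes was -0.0844, and -0.00792 in the simulated groups. Independent noise of the shared arrays therefore accounts for a small part of it. A deviation common to all KM arrays was not simulated and would also make the comparisons run opposite. The hours of harvest are not stated. If KR was taken 6 h after KM and KP, every difference of KR also holds 6 h of the day, and these arrays do not separate that from resupply. Daytime clock gene PRR95 had mean log2 values of 9.68 in KP, 8.60 in KM and 11.44 in KR.

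**Figure D2:**
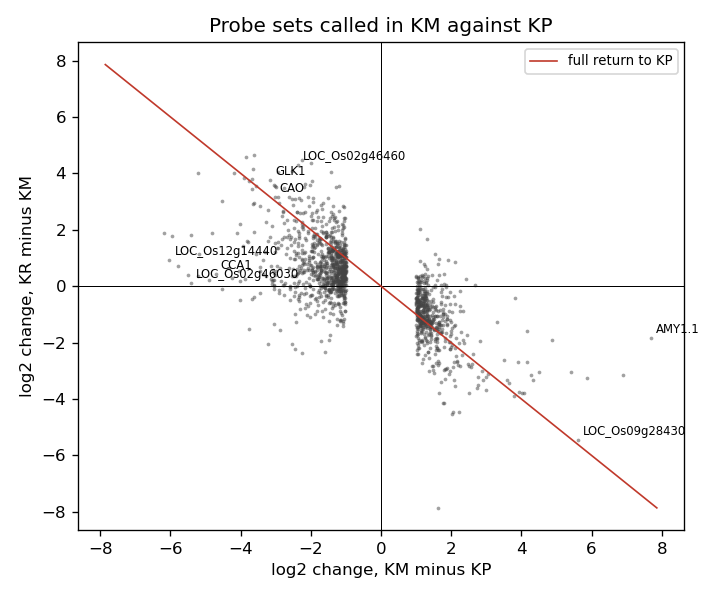
Log2 change KR minus KM (vertical) against KM minus KP (horizontal) for the 1457 probe sets called in KM against KP by limma; each point is 1 probe set and the red line marks full return to KP. On the side of return lie 85.3% of the points.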

**Figure 2:**
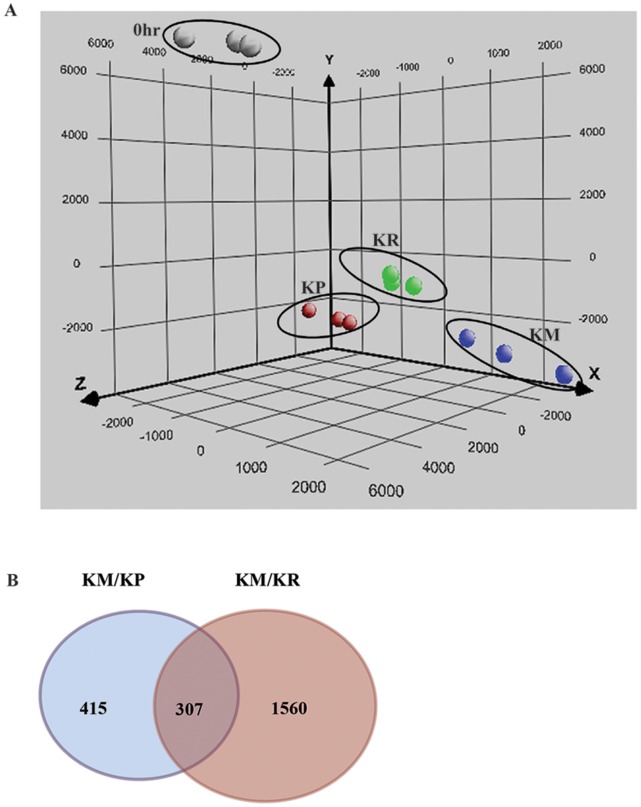
Overview of the changes in transcripts in potassium sufficient, deficient and resupply condition. (**A**) Principal component analysis (PCA) of the changes in transcript abundance in rice seedling under different condition. (**B**) Venn diagram showing the number of differentially expressed genes (P<0.05 and fold change equal or more than 2) in response to KM/KP and KR/KM in seedling.

**Table 1:** Correlation data from microarray analysis.

Array Name	KR1	KR2	KR3	0 hr1	0 hr2	0 hr3	KP1	KP2	KP3	KM1	KM2	KM3
**KR1**	1	0.9942733	0.991799	0.8602868	0.8646402	0.8550841	0.945861	0.958903	0.960618	0.940772	0.949816	0.948117
**KR2**	0.9942733	1	0.9917473	0.8624464	0.8658453	0.8552977	0.944316	0.959933	0.960965	0.938354	0.947319	0.945787
**KR3**	0.991799	0.9917473	1	0.8662803	0.8702267	0.8627964	0.944466	0.954373	0.958572	0.935967	0.942745	0.940963
**0 hr1**	0.8602868	0.8624464	0.8662803	1	0.9964587	0.9892928	0.875728	0.879222	0.874045	0.869435	0.857152	0.858365
**0 hr2**	0.8646402	0.8658453	0.8702267	0.9964587	1	0.9915484	0.873703	0.878731	0.874345	0.869253	0.858916	0.859034
**0 hr3**	0.8550841	0.8552977	0.8627964	0.9892928	0.9915484	1	0.863212	0.864016	0.859468	0.861733	0.850758	0.85059
**KP1**	0.945861	0.9443161	0.9444658	0.875728	0.8737032	0.8632119	1	0.989603	0.984926	0.946355	0.944624	0.946672
**KP2**	0.9589027	0.9599334	0.9543728	0.8792217	0.8787307	0.8640156	0.989603	1	0.992018	0.950186	0.953336	0.954741
**KP3**	0.9606177	0.9609647	0.9585716	0.8740448	0.8743453	0.8594683	0.984926	0.992018	1	0.952037	0.956309	0.957403
**KM1**	0.9407717	0.938354	0.9359667	0.8694348	0.8692533	0.8617328	0.946355	0.950186	0.952037	1	0.992166	0.992698
**KM2**	0.9498156	0.9473191	0.9427447	0.8571518	0.8589162	0.8507582	0.944624	0.953336	0.956309	0.992166	1	0.997317
**KM**	0.948117	0.9457873	0.9409633	0.8583649	0.8590338	0.8505895	0.946672	0.954741	0.957403	0.992698	0.997317	1

After normalization of the microarray data, differential expression analysis was performed for the following pairwise combinations of the three test conditions: KP and KM (KP/KM) and KM and KR (KM/KR). Differentially expressed genes were identified on the basis of following two criteria: first, the fold change, wherein genes with a fold change of ≥2 were considered for analysis and second, the unpaired t-test, wherein genes with p-value ≤0.05 were selected for analysis. False discovery rate (FDR) correction (Benjamini-Hochberg Correction) was applied, which added greater significance to the data. 722 genes were differentially expressed under potassium deficient (KM) condition while 1867 genes were differentially expressed upon potassium resupply (KR). 

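Without potassium 546 probe sets rose and 911 fell (KM against KP). The balance depends on the fold threshold: at 1.5-fold 1696 were higher and 1668 lower, and with no fold threshold 3495 and 2484. Over all probe sets tested, the 3 KM arrays lay apart from the 3 KP arrays in 23.6%, where chance alone gives 10%. The largest rise of a named gene in KM was in the alpha-amylase RAmy1A (log2 change 7.69 ± 1.81). Other rises were in the cysteine proteinase EP3A (4.49 ± 0.57) and dehydration-induced LOC_Os10g21670 (4.32 ± 0.74), both from near background in KP (2.51 and 2.76), and in universal stress protein LOC_Os10g30150 (4.17 ± 0.57) and zinc finger gene LOC_Os06g04920 (3.90 ± 0.25). Among the falls were ferric reductase FRO1 (-4.81 ± 0.14), ALDP (-4.53 ± 0.23), terpene synthase LOC_Os04g27430 (-4.34 ± 0.50, to near background) and homeobox factor HOX22 (-4.03 ± 0.26). The RAmy1A call was lost without KP replicate 2 or 3 or any KM replicate, and by the methods' t-test: KP replicate 1 read 10.99, and the other KP arrays 3.49 and 2.54, near background. By the methods' t-test 722 probe sets were called in KM against KP, 703 of them also by limma.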

The details (probe set Ids, signal intensity value, p-value, fold change and regulation) of 722 and 1867 genes is given in Table S1 and Table S2 respectively. Among these 722 differentially expressed genes, 281 genes showed up regulation and 441 genes were down regulated (Figure 3A). 

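On resupply 1003 probe sets were higher and 1180 lower (KR against KM). Calcium-dependent kinase CPDK2 rose (log2 change 4.50 ± 0.53) from near background in KM (2.58 to 2.63) to 6.12, 6.58 and 8.60 in KR, so the size of its change is uncertain. Methyltransferase LOC_Os11g15040, of the salicylate and benzoate type, rose (4.06 ± 0.17), as did the cold and drought factor DREB1G (3.45 ± 0.78). The largest falls included oxidoreductase LOC_Os11g14910 (-4.52 ± 0.36), laccase LAC24 (-4.47 ± 0.46) and CRSH2, which makes the nucleotide ppGpp in chloroplasts (-4.15 ± 0.61). Cytochromes CYP99A2 (-4.22 ± 0.69) and CYP99A3 (-3.88 ± 0.41), which act in diterpenoid synthesis, fell too. Glutaredoxin LOC_Os01g09830 (-4.07 ± 0.79) and cytochrome P450 LOC_Os01g43720 (-4.04 ± 0.36) were also lower. The methods' t-test called 1866 probe sets, 1848 of them shared with limma, and did not call DREB1G or LOC_Os01g09830.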

Out of the 1867 genes differentially expressed upon potassium resupply, 866 showed up regulation, while 1001 genes were down regulated (Figure 3B).

**Figure 3:**
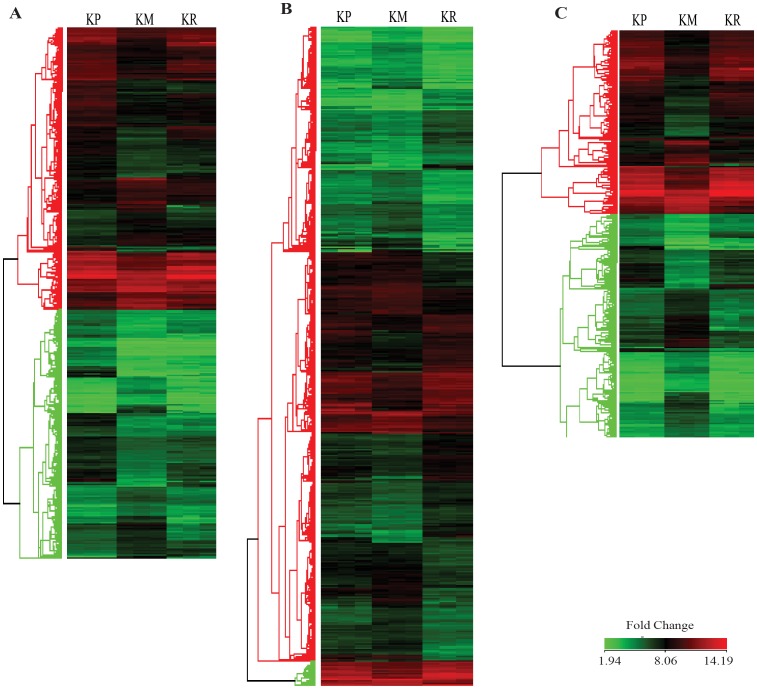
Hierarchical cluster analysis. (**A**) Hierarchical cluster analysis of the 722 potassium responsive genes found in potassium deficient condition, (**B**) 1876 genes found in potassium resupply condition and (**C**) 307 genes found common between potassium deficient and resupply condition, which were truly differentially expressing under K^+^ deficient conditions based on their reversal of expression upon resupply condition.

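A set of 674 probe sets was called both in KM against KP and in KR against KM. In 306 of them KM was higher and resupply lowered the level. In 339 KM was lower and resupply raised it. A further 26 fell in both steps and 3 rose in both. HAK27, a potassium transporter, is among those that fell in both steps (log2 change -1.60 ± 0.16, then -2.32 ± 0.16 to near background), though the methods' t-test did not call its first step. Its 0h arrays read 2.47 to 2.57, near background. B-box factor LOC_Os04g41560 fell and came back (-3.68 ± 0.14, then 3.46 ± 0.14). Peroxidase LOC_Os07g48050 rose and came back (4.02 ± 0.08, then -3.79 ± 0.08), near background in KP and KR (2.64 and 2.88). Independent lists of these sizes would share 11.3, 16.0, 18.8 and 9.56 probe sets in these 4 classes, and 20 simulated sets of unchanged groups sharing the KM arrays had 0 called in either comparison and so 0 in both. The first leaves out the shared KM arrays and the second any real change, so the excess over either is not the size of a common response. By the methods' t-test 307 probe sets were called in both.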

A total of 307 differentially expressed genes were common for both KP and KR condition (Figure 2B, Figure 3C), details of which are given in Table S3. For the validation of microarray data, 19 significantly and differentially expressed genes representing different categories were selected for quantitative realtime PCR (qPCR) analysis. 

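On the arrays 18 of the 19 genes could be paired with a probe set. Chlorophyll factor GLK1 fell in KM (log2 change -3.16 ± 0.11) and rose on resupply (3.77 ± 0.11), as did phosphatase LOC_Os03g49440 (-2.77 ± 0.26, then 1.74 ± 0.26) and the putative citrate transporter LOC_Os08g39370 (-1.98 ± 0.17, then 2.58 ± 0.17). Oligosaccharyl transferase LOC_Os04g57890 rose (2.77 ± 0.18) and came down (-3.23 ± 0.18). So did DnaJ gene LOC_Os04g57880 (2.88 ± 0.08, then -3.0 ± 0.08), oxidoreductase LOC_Os11g07930 (1.79 ± 0.13, then -4.13 ± 0.13 to near background) and ubiquitin family gene LOC_Os09g31031 (2.55 ± 0.42, then -2.88 ± 0.42). SCP-like gene LOC_Os01g28450 rose from near background (3.59 ± 0.24) and fell again (-3.32 ± 0.24). These genes were chosen on the same arrays, so the directions are not independent evidence. The PCR values are not analysed here.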

The results of qPCR of the 19 tested genes were in accordance with the microarray results, which authenticated our microarray data and established its reliability (Figure 4, Table S4). The raw data sets (CEL) and the normalized expression data sets have been deposited in the Gene Expression Omnibus at the National Center for Biotechnology Information with the accession number GSE44250 (http://www.ncbi.nlm.nih.gov/geo/).

**Figure 4:**
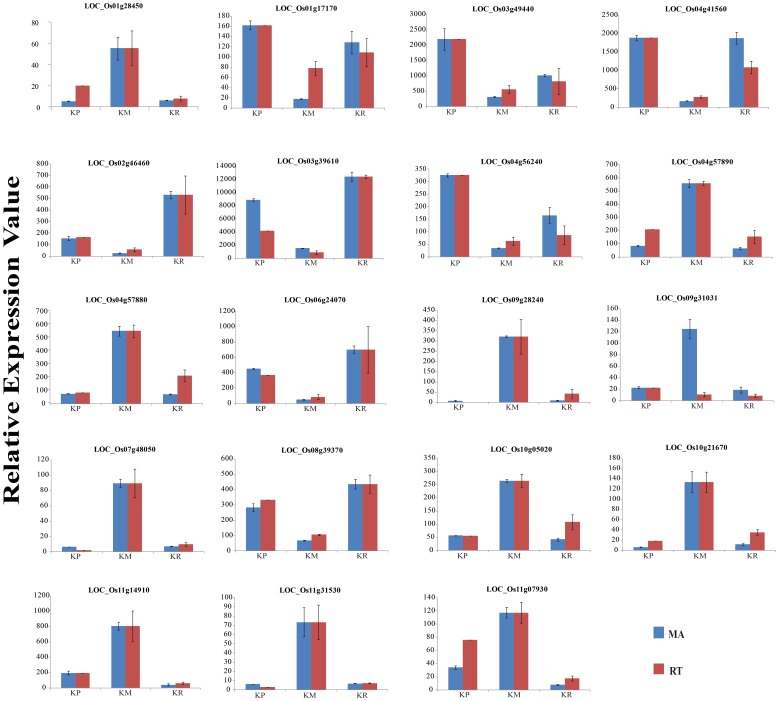
Confirmation of microarray data for selected genes by qRT-PCR analysis. Nineteen genes were selected and their expression profiles were assessed by qRT-PCR in all three conditions to verify the microarray data by using three biological replicates. Y-axis represents relative expression values obtained after normalizing the data against maximum expression value and X-axis shows different nutritional treatments. Blue bars represent the expression from microarrays, while red bars represent the qRT- PCR values.

### Functional Classification of the Differentially Expressed Genes

The differentially expressed genes in potassium-deficient conditions were functionally classified by homology search against the Gene Ontology (GO) and NCBI Non-redundant (NR) databases using BLAST through NCBI. Genes encoding hypothetical proteins were classified as genes of unknown function. Among the 722 genes that were differentially expressed under potassium deprivation, 15% of the genes belonged to the unknown function category (Figure 5). The remaining 85% genes were categorised into 17 comprehensive subdivisions corresponding to the following functions: primary metabolism, secondary metabolism, nucleic acid metabolism, transporters, transcription factors, auxin signaling components, cell wall metabolism, cell death, growth and development, photosynthesis, stress responses, etc. (Figure 5). Genes that could not be classified into any of the above-mentioned categories were placed in the category of “others”. 

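Of the 412 probe sets the study placed in functional categories, limma called 258 lower and 141 higher in KM. Photosynthesis (17 of 17), other transporters (13 of 13), dehydrogenases (5 of 5), CIPK kinases (3 of 3) and MAP kinases (3 of 3) were lower in every member. Glutathione S-transferases, which detoxify reactive compounds, were higher in 4 of 4. On resupply 102 probe sets fell then rose and 77 rose then fell past the thresholds in both steps. In KR 230 of the 412 were not called different from KP and 148 still differed in the same direction. These probe sets were chosen on the same arrays, so their direction is not independent evidence.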

Overall, this analysis indicate that potassium deficiency affects the expression of genes with diverse functions in metabolism, transcriptional regulation, stress responses, molecular transport and signal transduction. In all, nearly 56% of total differentially expressed genes are involved in these processes according to their annotation.

**Figure 5:**
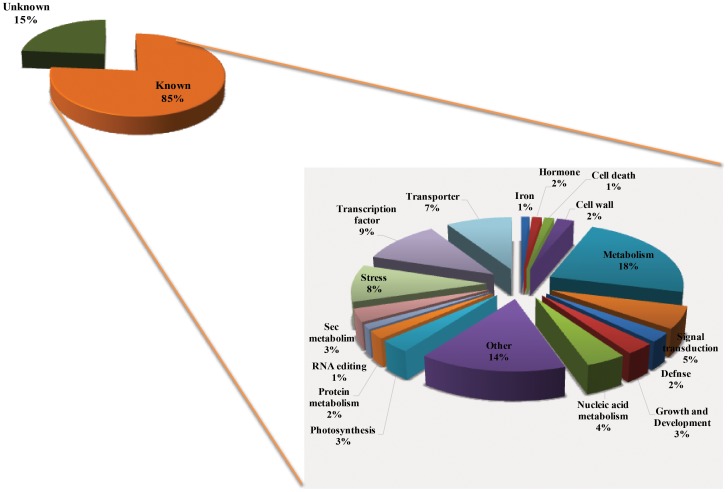
Functional categorization of potassium responsive genes into different categories. Detailed classification of genes showing transcriptional changes in the several categories based on the gene ontology (GO) and their putative function.

18% of differentially expressing genes (DEG) were involved in various metabolic pathways, including 4% in nucleic acid metabolism, 3% in secondary metabolism and 2% in protein metabolism, carbohydrate metabolism (primary metabolism), lipid metabolism, glycolytic enzymes and other biosynthetic pathways (Table 2). Of all the DEG, 7% were transporters, including three potassium transporters HAK1, *OsHKT2;3* and *OsHKT2;4*; ABC transporter; 3 peptide transporter PTR2 and PTR3-A, and many other diverse transporters. Diverse group of kinases (CIPKs and MAPKs), phosphatases (PP2C and other Ser/Thr protein phosphatases), and calcium sensors (CMLs and CBLs) known to be involved in signal transduction mechanism constituted 5% of DEG. Significant percentages of the total DEG were comprised of genes annotated as transcription factors (9%) and stress responsive genes (8%). A small group of genes related to photosynthesis (3%), growth and development (3%), cell wall (2%), defence (2%), and auxin (1%) were also differentially expressed under potassium-deficient conditions.

**Table 2:** Different category of differentially regulated genes in potassium deficient condition.

Probe Set ID	LOC_ID	Putative Function	FC in KM	Regulation in KM	FC in KR	Regulation in KR
**Carbohydrate metabolism**						
Os.9996.1.S1_at	LOC_Os11g10980	pyruvate kinase, putative, expressed	5.8973556	down	2.7624514	up
Os.57437.1.S1_at	LOC_Os02g52700	alpha-amylase precursor	16.978466	up	13.761532	down
Os.38240.1.S1_a_at	LOC_Os12g08760	carboxyvinyl-carboxyphosphonate phosphorylmutase, putative, expressed	62.562016	down	3.4629653	up
Os.33211.1.S1_at	LOC_Os09g28430	alpha-amylase precursor	49.027573	up	44.134583	down
Os.50903.1.S1_at	LOC_Os09g08130	indole-3-glycerol phosphate synthase, chloroplast precursor, putative, expressed	4.5081425	up	6.329595	down
Os.9212.1.S1_at	LOC_Os07g22930	starch synthase, putative, expressed	10.27882	down	1.8906631	up
Os.17814.2.S1_x_at	LOC_Os07g43700	lactate/malate dehydrogenase, putative, expressed	4.746752	down	4.3317947	up
**Lipid metabolism**						
Os.17491.1.S1_at	LOC_Os10g35070	Alpha-galactosidase precursor, putative, expressed	4.75564	down	2.4528239	up
Os.10339.1.S1_at	LOC_Os03g04770	beta-amylase, putative, expressed	8.125269	down	1.3109915	up
Os.46633.1.A1_at	LOC_Os10g38940	fatty acid hydroxylase, putative, expressed	3.8152332	down	2.6639307	up
Os.50047.1.S1_at	LOC_Os02g11680	glucosyltransferase, putative, expressed	3.1383889	down	1.010676	up
Os.7665.1.S1_at	LOC_Os04g56240	lipase, putative, expressed	9.613265	down	4.904837	up
Os.7985.1.S1_at	LOC_Os03g18070	omega-3 fatty acid desaturase, chloroplast precursor, putative, expressed	8.088967	down	2.869564	up
Os.8569.1.S1_at	LOC_Os04g48880	fatty acid hydroxylase, putative, expressed	7.0666585	down	3.1543837	up
**Secondary metabolism**						
Os.12161.1.S1_at	LOC_Os01g50760	polyprenyl synthetase, putative, expressed	2.1792645	down	1.5211341	up
Os.18305.1.S2_at	LOC_Os05g50550	polyprenyl synthetase, putative, expressed	4.09671	down	1.2781891	down
Os.22651.1.S1_at	LOC_Os04g56230	polyprenyl synthetase, putative, expressed	3.5511298	down	1.7434987	up
Os.18299.1.S1_at	LOC_Os07g07410	oxidoreductase, 2OG-Fe oxygenase family protein, putative, expressed	2.0075734	down	1.7679305	up
Os.28290.1.S1_at	LOC_Os02g47510	9-cis-epoxycarotenoid dioxygenase 1, chloroplast precursor, putative, expressed	3.8347073	down	5.148261	up
Os.57569.2.A1_s_at	LOC_Os08g04500	terpene synthase, putative, expressed	9.682299	down	1.2949013	up
OsAffx.13994.1.S1_at	LOC_Os04g27430	terpene synthase, putative	20.18755	down	1.5568593	up
OsAffx.28637.1.S1_x_at	LOC_Os07g27970	O-methyltransferase, putative, expressed	3.0486414	down	1.0420687	down
Os.11122.1.S1_at	LOC_Os08g37456	flavonol synthase/flavanone 3-hydroxylase, putative, expressed	3.2668943	up	1.0315864	up
Os.46813.1.S1_at	LOC_Os10g20610.1	laccase-15 precursor, putative, expressed	4.0983953	up	4.2176743	down
OsAffx.7606.1.S1_at	LOC_Os12g15680.1	laccase precursor protein, putative, expressed	6.6438375	up	12.205469	down
**Protein metabolism**						
Os.11946.1.S1_at	LOC_Os06g21380	OsCttP3 - Putative C-terminal processing peptidase homologue, expressed	14.64291	down	1.1892594	up
Os.50769.1.A1_at	LOC_Os06g03120	aspartic proteinase nepenthesin-2 precursor, putative	3.9677827	down	1.3502886	up
Os.52208.1.S1_at	LOC_Os11g45990	von Willebrand factor type A domain containing protein, putative, expressed	7.479702	down	1.1065638	down
Os.52261.1.S1_at	LOC_Os04g47360	OsPOP9 - Putative Prolyl Oligopeptidase homologue, expressed	6.0788016	down	1.0184413	down
Os.18819.1.S1_at	LOC_Os05g06660	OsSCP26 - Putative Serine Carboxypeptidase homologue, expressed	2.0857537	up	1.4075973	down
Os.4181.1.S1_at	LOC_Os01g67980	cysteine proteinase EP-B 1 precursor, putative, expressed	22.488976	up	8.29099	down
**Nucleic acid metabolism**						
Os.56275.1.S1_x_at	LOC_Os10g41100	CCT motif family protein, expressed	8.075855	down	2.332891	up
Os.57417.1.S1_s_at	LOC_Os05g50930	RNA polymerase sigma factor, putative, expressed	6.873295	down	1.0277363	up
Os.3407.1.S1_a_at	LOC_Os08g06630	RNA polymerase sigma factor, putative, expressed	3.5794642	down	2.7469041	up
Os.14820.1.S1_s_at	LOC_Os05g51150	RNA polymerase sigma factor, putative, expressed	2.5400774	up	1.2800328	up
**Photosynthesis**						
Os.12181.1.S1_s_at	LOC_Os11g13890	chlorophyll A–B binding protein, putative, expressed	4.180208	down	7.1355653	up
Os.12296.1.S1_at	LOC_Os03g39610	chlorophyll A–B binding protein, putative, expressed	6.138936	down	9.02072	up
Os.28216.2.S1_a_at	LOC_Os07g37550	chlorophyll A–B binding protein, putative, expressed	4.8379245	down	8.404701	up
Os.57519.1.S1_x_at	LOC_Os01g14410	early light-induced protein, chloroplast precursor, putative, expressed	4.234971	down	1.6210355	down
Os.7868.1.S1_at	LOC_Os01g17170	magnesium-protoporphyrin IX monomethyl ester cyclase,chloroplast precursor, putative, expressed	9.336843	down	6.4937716	up
**Defense**						
Os.2416.1.S1_a_at	LOC_Os01g71340	glycosyl hydrolases family 17, putative, expressed	4.742775	up	1.6272075	down
Os.418.1.S1_at	LOC_Os01g28450	SCP-like extracellular protein, expressed	12.021974	up	9.981392	down
Os.459.1.S1_at	LOC_Os03g46070	thaumatin, putative, expressed	3.5260322	up	5.110073	down
Os.49615.1.S1_at	LOC_Os03g45960	thaumatin, putative, expressed	3.8472998	up	8.540888	down
**Stress**						
**Drought stress**						
Os.12167.1.S1_at	LOC_Os02g44870	dehydrin, putative, expressed	2.9321172	down	1.1124701	up
Os.27642.1.S1_at	LOC_Os02g30320	drought-induced protein 1, putative, expressed	2.1810718	down	1.4512954	up
Os.54341.1.S1_at	LOC_Os12g43720	early-responsive to dehydration protein-related, putative, expressed	3.4949756	down	1.1637394	down
Os.6812.1.S1_at	LOC_Os10g21670	dehydration stress-induced protein, putative, expressed	20.037441	up	9.9064045	down
**GST**						
Os.22957.1.S1_at	LOC_Os01g72140	glutathione S-transferase, putative, expressed	7.938599	up	12.89018	down
Os.40000.1.S1_at	LOC_Os10g38600	glutathione S-transferase GSTU6, putative, expressed	3.4470932	up	7.7719364	down
Os.46634.1.S1_at	LOC_Os10g38489	glutathione S-transferase GSTU6, putative, expressed	2.544139	up	5.0398207	down
Os.46635.1.S1_x_at	LOC_Os10g38350.1	glutathione S-transferase, putative, expressed	2.723984	up	7.052062	down
**Heat stress**						
Os.26059.1.S1_at	LOC_Os03g20730	chaperone protein dnaJ, putative, expressed	2.3602993	down	1.4174172	up
Os.49277.1.S1_at	LOC_Os01g53020	heat shock protein DnaJ, putative, expressed	2.5835004	down	5.9116116	up
Os.5648.1.S1_at	LOC_Os01g01160	heat shock protein DnaJ, putative, expressed	4.7269297	down	1.9027811	up
Os.57477.1.S1_x_at	LOC_Os11g47760.1	DnaK family protein, putative, expressed	2.0001137	down	1.4022813	up
OsAffx.11879.1.S1_at	LOC_Os02g03570	hsp20/alpha crystallin family protein, putative, expressed	2.594732	up	3.2607677	down
Os.11941.2.S1_at	LOC_Os09g35790	HSF-type DNA-binding domain containing protein, expressed	2.0028756	down	1.1283132	up
OsAffx.26649.1.S1_x_at	LOC_Os04g57880	heat shock protein DnaJ, putative, expressed	7.3370676	up	7.996968	down
**Oxidation-reduction**						
Os.23290.1.S1_at	LOC_Os10g40960	oxidoreductase, 2OG-Fe oxygenase family protein, putative, expressed	2.322114	up	1.8621931	down
Os.25496.1.S1_at	LOC_Os11g07930	oxidoreductase, short chain dehydrogenase/reductase family domain containing family, expressed	3.465435	up	17.474422	down
Os.7392.2.S1_x_at	LOC_Os01g62880	oxidoreductase, aldo/keto reductase family protein, putative, expressed	2.1068213	up	2.3765166	down
Os.9230.1.S1_x_at	LOC_Os10g35370	oxidoreductase, short chain dehydrogenase/reductase family domain containing family, expressed	2.0683372	down	4.2801576	up
Os.11266.1.S1_at	LOC_Os01g09830	OsGrx_A2 - glutaredoxin subgroup III, expressed	4.5280557	up	16.795298	down
Os.12100.1.S1_at	LOC_Os07g29410	thioredoxin, putative, expressed	2.4418237	down	2.615967	up
Os.36648.1.S1_x_at	LOC_Os01g13480	glutaredoxin, putative, expressed	3.831749	down	1.0782503	down
OsAffx.15537.1.S1_at	LOC_Os06g21550	thioredoxin domain-containing protein 17, putative, expressed	4.0799003	up	2.8130107	down
**Plant hormone**						
**Auxin**						
OsAffx.14380.1.S1_s_at	LOC_Os04g52670.1	OsSAUR21 - Auxin-responsive SAUR gene family member, expressed	2.4365497	up	1.091372	up
Os.12501.1.S1_at	LOC_Os01g55940	OsGH3.2 - Probable indole-3-acetic acid-amido synthetase, expressed	2.102113	up	2.3879192	down
Os.18493.1.S1_at	LOC_Os09g37480	OsSAUR53 - Auxin-responsive SAUR gene family member, expressed	2.7041986	down	2.0083132	up
Os.19952.1.S1_at	LOC_Os01g09450	OsIAA2 - Auxin-responsive Aux/IAA gene family member, expressed	2.3135202	up	1.126054	down
Os.56924.1.S1_at	LOC_Os05g41420	auxin-induced protein 5NG4, putative, expressed	2.6951323	down	2.5001767	up
**Jasmonic Acid**						
Os.15829.1.S1_at	LOC_Os02g10120	lipoxygenase, putative, expressed	16.1165	down	4.611044	up
Os.6863.1.S1_at	LOC_Os12g14440	Jacalin-like lectin domain containing protein, putative, expressed	65.412315	down	1.8992921	up
**Gibberellin**						
Os.27673.1.S1_at	LOC_Os03g14730	gibberellin receptor GID1L2, putative, expressed	2.4927118	down	1.7543458	up
Os.30608.1.S1_at	LOC_Os02g41954	gibberellin 2-beta-dioxygenase 7, putative, expressed	2.1261473	down	2.3699095	up
Os.33885.1.S1_at	LOC_Os01g06220	gibberellin receptor GID1L2, putative, expressed	3.5340044	up	9.710723	down
**Ethylene-responsive**						
OsAffx.12799.1.S1_s_at	LOC_Os03g09170	ethylene-responsive transcription factor, putative, expressed	4.337239	down	1.7307606	up
OsAffx.12775.1.S1_at	LOC_Os03g07940	AP2 domain containing protein, expressed	2.0415235	up	1.8989204	down
**Cell wall**						
Os.158.1.S1_at	LOC_Os10g02070	peroxidase precursor, putative, expressed	2.1756594	down	4.579428	up
Os.2373.1.S1_at	LOC_Os10g40710	expansin precursor, putative, expressed	3.3498163	down	3.2064276	up
Os.5034.1.S1_at	LOC_Os07g47990	peroxidase precursor, putative, expressed	3.2906973	down	3.9200315	up
Os.57547.1.S1_at	LOC_Os07g48050	peroxidase precursor, putative, expressed	16.27228	up	13.841287	down
OsAffx.17389.1.S1_s_at	LOC_Os08g37930	beta-expansin precursor, putative, expressed	4.7917747	up	1.8499234	down
Os.5087.1.S1_at	LOC_Os11g03780.1	alpha-N-arabinofuranosidase, putative, expressed	2.0912318	up	1.0629448	down
OsAffx.26676.1.S1_at	LOC_Os05g01370	polygalacturonase inhibitor precursor, putative, expressed	2.1363134	up	1.4509802	down
**Signal ransduction**						
**CIPK**						
Os.41019.1.S1_at	LOC_Os01g35184.1	CIPK8	2.0357978	down	1.1911937	up
Os.17787.1.S1_at	LOC_Os07g48090	CIPK29	3.334685	down	3.260447	up
Os.19815.1.S1_at	LOC_Os03g43440	CIPK7	2.9495628	down	3.3653092	up
**MAPK**						
Os.11617.1.S1_at	LOC_Os05g49140	CGMC_MAPKCMGC_2.8 - CGMC includes CDA, MAPK, GSK3, and CLKC kinases, expressed	2.0979733	down	2.1305962	up
Os.27170.1.S1_at	LOC_Os01g50400	STE_MEKK_ste11_MAP3K.5 - STE kinases include homologs to sterile 7, sterile 11 and sterile 20 from yeast, expressed	3.7302904	down	2.896405	up
Os.5940.1.S1_at	LOC_Os01g50370	STE_MEKK_ste11_MAP3K.4 - STE kinases include homologs to sterile 7, sterile 11 and sterile 20 from yeast, expressed	6.0885477	down	2.018108	up
**Calcium sensor**						
Os.2216.1.S1_at	LOC_Os01g59530	OsCML1 - Calmodulin-related calcium sensor protein, expressed	2.9643536	up	2.7207763	down
Os.49658.1.S1_at	LOC_Os05g45810	calcineurin B, putative, expressed	3.1708822	down	1.2174544	up
Os.8862.1.S1_at	LOC_Os09g28510	EF hand family protein, putative, expressed	2.0125606	up	1.5394444	down
Os.8889.1.S1_at	LOC_Os05g50180	OsCML14 - Calmodulin-related calcium sensor protein, expressed	3.8419423	down	2.0545144	up
**Phosphatase**						
Os.12150.1.S1_at	LOC_Os04g33080	protein phosphatase 2C, putative, expressed	2.380953	down	1.4617312	up
Os.12535.1.S1_at	LOC_Os01g52230	phosphoethanolamine/phosphocholine phosphatase, putative, expressed	5.0726867	down	1.2910246	down
Os.49226.1.S1_at	LOC_Os12g38750	nucleotide pyrophosphatase/phosphodiesterase, putative, expressed	3.5158448	up	1.9599011	down
Os.49352.1.S1_at	LOC_Os11g15570	Ser/Thr protein phosphatase family protein, putative, expressed	2.0299246	up	1.8765	down
Os.5690.1.S1_at	LOC_Os01g46760	protein phosphatase 2C, putative, expressed	2.3383155	down	1.2241448	up
**Transporters**						
**Potassium transporter**						
Os.11262.2.S1_x_at	LOC_Os04g32920	HAK1	1.6623486	up	1.3617935	down
OsAffx.3292.1.S1_s_at	LOC_Os03g21890	potassium transporter, putative, expressed	1.89058	down	1.1096667	up
Os.38354.1.S1_x_at	LOC_Os01g11250	potassium channel KAT1, putative, expressed	1.7454123	down	1.2604069	up
**ABC transporter**						
Os.10975.1.S1_at	LOC_Os11g39020	ABC transporter, ATP-binding protein, putative, expressed	5.1243515	down	1.092812	up
Os.11616.1.S1_at	LOC_Os02g36570	ABC1 family domain containing protein, putative, expressed	3.1116002	down	1.6521326	up
**Sodium transporter**						
Os.19896.2.S1_x_at	LOC_Os06g48800	OsHKT2;4 - Na+ transporter, expressed	6.008856	down	1.069684	down
Os.57530.1.S1_x_at	LOC_Os01g34850	OsHKT2;3 - Na+ transporter, expressed	3.2722178	down	1.0480005	down
**Sulfate transporter**						
Os.18597.1.S1_at	LOC_Os03g09930	sulfate transporter, putative, expressed	10.878617	down	1.1813235	down
Os.10754.1.S1_at	LOC_Os03g06520	sulfate transporter, putative, expressed	2.6930013	down	2.0457704	up
**Lipid transporter**						
Os.20387.1.S1_at	LOC_Os03g14642	LTPL107 - Protease inhibitor/seed storage/LTP family protein precursor, expressed	3.3959548	up	1.7493165	down
Os.24103.1.A1_at	LOC_Os07g18990	LTPL40 - Protease inhibitor/seed storage/LTP family protein precursor, expressed	2.3825653	up	1.1182239	down
Os.36913.1.S1_at	LOC_Os10g40530	LTPL146 - Protease inhibitor/seed storage/LTP family protein precursor, expressed	3.1217232	down	5.417366	up
Os.38235.2.S1_at	LOC_Os04g52260	LTPL124 - Protease inhibitor/seed storage/LTP family protein precursor, expressed	5.2148013	down	6.255761	up
Os.6838.1.S1_at	LOC_Os10g40510	LTPL144 - Protease inhibitor/seed storage/LTP family protein precursor, expressed	3.2739449	down	7.4096494	up
**Peptide transporter**						
Os.32686.1.S1_at	LOC_Os01g65110	POT family protein, expressed	2.889076	up	3.8825707	down
Os.34161.1.S1_at	LOC_Os06g03700	oligopeptide transporter, putative, expressed	2.7034025	up	3.4326303	down
Os.45923.1.S1_at	LOC_Os01g37590	peptide transporter PTR2, putative, expressed	2.8099432	down	3.7542121	down
Os.52974.1.S1_at	LOC_Os04g50940	peptide transporter PTR2, putative, expressed	2.4533195	up	3.851256	down
Os.9303.1.S1_at	LOC_Os02g46460	peptide transporter PTR2, putative, expressed	5.1835947	down	19.712648	up
**Metal transporter**						
Os.1193.1.S1_at	LOC_Os04g43070	ammonium transporter protein, putative, expressed	3.5124	down	1.6415328	up
Os.26807.1.S1_at	LOC_Os01g12210	aluminum-activated malate transporter, putative, expressed	4.311443	up	1.5286913	down
Os.27805.1.S1_at	LOC_Os03g48000	CorA-like magnesium transporter protein, putative, expressed	7.6011996	down	2.93601	up
Os.54471.1.S1_at	LOC_Os08g10630	metal cation transporter, putative, expressed	2.1970346	down	1.2260257	up
Os.6864.1.S1_at	LOC_Os01g61070	heavy metal-associated domain containing protein, expressed	3.188327	up	2.0711086	down
**Transcription factor**						
**Myb TF**						
Os.49829.1.S1_at	LOC_Os02g40530.1	MYB family transcription factor, putative, expressed	4.539408	down	2.2878835	up
Os.10901.1.S1_a_at	LOC_Os08g06110	MYB family transcription factor, putative, expressed	26.226946	down	1.342114	up
Os.18955.1.S1_at	LOC_Os06g51260	MYB family transcription factor, putative, expressed	16.628183	down	1.4534045	up
Os.3340.1.S1_a_at	LOC_Os06g24070	myb-like DNA-binding domain containing protein, expressed	8.957898	down	13.670861	up
Os.8149.1.S1_at	LOC_Os02g46030	MYB family transcription factor, putative, expressed	42.721607	down	1.0932941	up
**Zinc finger TF**						
Os.12805.1.S1_at	LOC_Os04g41560	B-box zinc finger family protein, putative, expressed	12.830358	down	10.982284	up
Os.23145.1.S1_at	LOC_Os08g03310	zinc finger family protein, putative, expressed	5.089536	down	3.4042013	up
Os.3399.1.S1_at	LOC_Os09g06464	CCT/B-box zinc finger protein, putative, expressed	9.954306	down	2.2954476	up
Os.4184.1.S1_at	LOC_Os02g15350	dof zinc finger domain containing protein, putative, expressed	6.1414027	up	5.342717	down
Os.10583.1.S1_at	LOC_Os06g04920	zinc finger family protein, putative, expressed	14.976689	up	6.472622	down
**bZIP TF**						
Os.16025.1.S1_s_at	LOC_Os06g39960	bZIP transcription factor domain containing protein, expressed	3.1624238	down	1.4623934	down
Os.12134.1.S1_at	LOC_Os04g45810	homeobox associated leucine zipper, putative, expressed	16.334263	down	1.1461058	up
Os.27388.1.S1_s_at	LOC_Os10g01470	homeobox associated leucine zipper, putative, expressed	2.4151278	up	3.0738394	down
**HLH TF**						
Os.19229.1.S1_a_at	LOC_Os03g43810	helix-loop-helix DNA-binding domain containing protein, expressed	2.5253093	down	1.4796277	up
Os.27587.1.S1_at	LOC_Os10g40740	helix-loop-helix DNA-binding domain containing protein, expressed	2.0795941	down	1.2293708	down
Os.4548.1.S1_at	LOC_Os04g52770	helix-loop-helix DNA-binding domain containing protein, expressed	3.0124726	up	3.9773142	down
Os.46956.1.S1_at	LOC_Os01g50940	helix-loop-helix DNA-binding domain containing protein, expressed	9.380022	down	3.0063295	up

### K-means Cluster Analysis

To elucidate potassium-specific gene expression profiles, co-regulated genes were further analysed by K-Means Cluster analysis. Generally, K-means cluster analysis is based on the assumption that genes involved in either a similar function or a common pathway will have similar expression profiles and can likely to be grouped together. The analysis was performed for genes that were significantly expressed during potassium starvation. A total of 722 DEG under potassium-deficient conditions were clustered into 16 primary clusters and were then grouped into 7 different groups based on significant changes in expression pattern (Figure 6). Group 1, the largest group, consisted of 151 genes that were further divided into four sub-groups (i.e. 1A, 1B, 1C and 1D). 

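Of the 546 probe sets higher in KM, 306 fell past the thresholds on resupply, 190 moved back by less and 50 moved on or stayed. In KR 415 of them were not called different from KP and 96 were still higher. Examples in this class are receptor kinase LOC_Os11g31530, near background in KP (2.71) and KR (2.93) and at 6.35 in KM (mean log2), and laccase LAC15 (2.64, 2.60 and 4.68). K-means with 16 clusters on the log2 values placed 55.8% of the 1457 probe sets in clusters whose mean reversed past 2-fold and 97.0% in clusters that moved back.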

All the genes in this group exhibited high expression levels under potassium-deficient conditions (KM), while their expression was low in both potassium-sufficient (KP) and potassium resupply (KR) conditions. Stress-related genes such as oxidoreductase, GST, heat shock protein and a few genes related to metabolism such as oligosaccharyl transferase, terpene synthase, ribulose 1,5 biphosphate were included in this group. 32 and 51 genes from group 2 a and 2 b, respectively, showed similar expression pattern as group 1 under KM condition, but they exhibited slightly elevated expression during potassium resupply (KR) compared to K^+^ plus (KP) conditions. This group included genes related to plant growth, plant development, and transcription factors. 

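Resupply took 35 of the 546 probe sets higher in KM to below KP and left 96 above KP. Phosphoglycerate kinase LOC_Os06g45710, a glycolytic enzyme, was in the second class, with KR above KP (log2 change 1.08 ± 0.18). IAA2, an auxin response repressor, also stayed above KP (1.04 ± 0.18), and so did glycosyl hydrolase LOC_Os01g71340 (1.54 ± 0.33). All 3 are limma calls, and the first 2 were lost without KP replicate 3 or KR replicate 3.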

In group 3 (133 genes) and group 4 (94 genes), the overall expression pattern of genes was similar, but the difference in expression levels of genes under KM and KR was greater in group 4 as compared to group 3. Group 3 included 133 genes; all of them showed elevated expression in KP and low expression in KM. 

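Of the 911 probe sets lower in KM, 339 rose past the thresholds on resupply, 408 came back by less and 164 did not move back. In KR 489 were not called different from KP. CIPK29, a calcium-signalling kinase, regained its KP level (KR against KP log2 change -0.03 ± 0.11, not called), as did malate dehydrogenase LOC_Os07g43700 (-0.13 ± 0.12) and expansin EXPB2 (-0.06 ± 0.20). These probe sets were selected by the KM against KP comparison on the same arrays, so some return is built in.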

After resupply of potassium, they regained expression levels comparable to KP. Most of the photosynthesis, signal transduction, and transporter-related genes along with flavonol synthase, expansin precursor, and RNA polymerase sigma factor, comprised group 3 and 4. 163 genes of group 5 had elevated expression in K^+^-sufficient (KP) conditions and constant expression in K^+^-deficient (KM) and K^+^-resupply condition (KR). 

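Another 389 of the 911 probe sets lower in KM were still lower than KP after 6 h. Jacalin-like lectin LOC_Os12g14440 had mean log2 values of 8.70 in KP, 2.66 in KM and 3.59 in KR. Sugar transporter SWEET2b stood at 6.61, 3.25 and 3.67, and cysteine protease LOC_Os03g54130 at 6.27, 3.21 and 3.43. In KM all 3 lie near background. All 3 genes were called lower in KM and lower in KR against KP by limma. Of 12 SWEET genes 1 was lower in KM and 11 were not called, also over the list alone (camera adjusted p = 0.657).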

CHIT10, WRKY 50, WRKY 65, a MYB family transcription factor were also contained in this group. Group 6 genes were not differentially expressed in any of the three conditions tested and maintained a constant low level of expression. On the other hand, genes placed in group 7 showed high expression in all three conditions.

**Figure 6:**
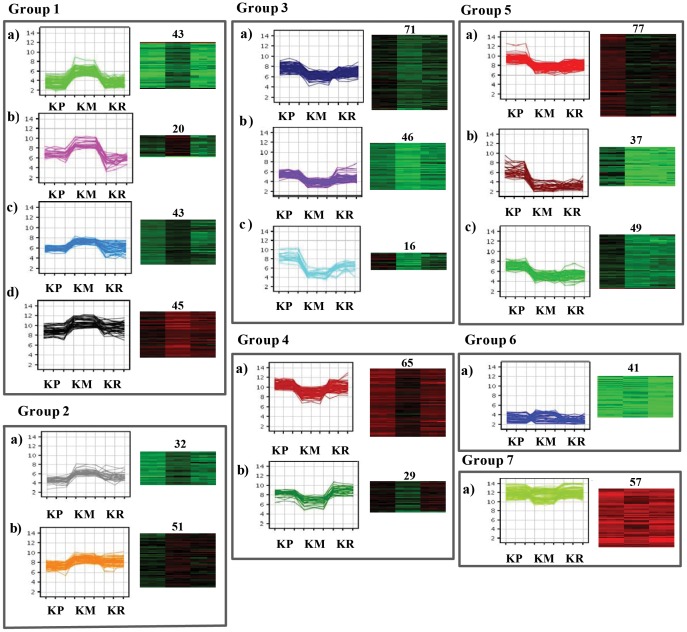
K-means cluster analysis of differentially expressed genes. All the genes categorized into 20 clusters and again grouped together to make 7 groups, based on their similar expression patterns but different expression amplitudes. The normalized log transformed signal values were plotted for all the conditions. The number of genes in the clusters is indicated upper side of the heatmap.

### Genes Involved in Metabolism

A large number of DEG was found to be involved in metabolic processes, particularly primary metabolism (carbohydrate and lipid), secondary metabolism, protein and nucleic acid metabolism. Potassium is a crucial ion for plants as it acts as a cofactor for various enzymes in metabolic pathways [10]. From this gene expression analysis, many genes related to metabolism showed altered expression in potassium-deficient conditions (KM). Upon resupply of potassium, the expression was restored to similar levels as seen in K^+^-sufficient (KP) conditions. 

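In the study's metabolism group (carbohydrate, lipid, transferase, dehydrogenase, kinase and phosphatase, and other metabolism) 64 of 104 probe sets were lower in KM, 37 were higher and 3 were not called. Secondary, nucleic acid and protein metabolism are counted apart. In KR 51 of the 104 were not called different from KP, and 42 still differed in the direction seen in KM. Past the thresholds in both steps, 28 fell then rose and 19 rose then fell. The probe sets were picked on these arrays, and the counts are not independent evidence.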

As mentioned earlier, 18% of differentially regulated genes were involved in various metabolic and biosynthetic processes. Among these 18% of genes, 30 genes are related to carbohydrate metabolism, of which 10 genes were downregulated in KM condition and upregulated upon external resupply of potassium (KR). Another 14 genes showed the reverse trend of upregulation in KM condition and downregulation in KR condition (Table S5). 

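In carbohydrate metabolism 18 of 33 probe sets were higher in KM, 14 were lower and 1 was not called. Counting any size of change on resupply, 15 rose then fell and 10 fell then rose. Past the thresholds these were 9 and 6. In KR 17 were not called different from KP. PDC2, a fermentation enzyme in this category, rose in KM (1.22 ± 0.24 on the log2 scale) and stood higher still in KR against KP (2.02 ± 0.24). The low-oxygen list of 5 genes, fixed beforehand, had PDC2 alone called higher by limma over the 12 arrays, and 2 genes over the list alone (camera adjusted p = 0.0198, and adjusted p = 0.349 with an estimated correlation). Non-symbiotic hemoglobins HB1 (1.98 ± 0.58, adjusted p = 0.0653) and HB2 (2.49 ± 0.99, adjusted p = 0.195) and alcohol dehydrogenase ADH2 (1.06 ± 0.54, adjusted p = 0.373) were not called in that fit. The 0h arrays, which spread more for HB2 (3.39 to 7.36), enter its standard error. With limma on the KP and KM arrays only, PDC2 (adjusted p = 0.0124), HB1 (1.98 ± 0.19, adjusted p = 0.00901) and HB2 (2.49 ± 0.42, adjusted p = 0.0366) were called and ADH2 was not (adjusted p = 0.0583). HB2 was put on the list with the study's tables seen.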

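Carboxyvinyl-carboxyphosphonate phosphorylmutase LOC_Os12g08760 fell in KM (log2 change -5.97 ± 0.20) and rose on resupply (1.79 ± 0.20), remaining below KP (-4.18 ± 0.20). Glyoxalase LOC_Os07g06660, of the methylglyoxal detoxification family, fell (-2.93 ± 0.14) and rose (1.37 ± 0.14). Pyruvate kinase LOC_Os11g10980, the last step of glycolysis, fell (-2.56 ± 0.14) and rose (1.47 ± 0.14), and so did lactate/malate dehydrogenase LOC_Os07g43700 (-2.25 ± 0.12, then 2.11 ± 0.12). All 8 changes passed the thresholds in limma on 3 arrays per group.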

Carboxyvinyl-carboxyphosphonate phosphorylmutase (LOC_Os12g08760) showed downregulation in potassium-deficient conditions, as well as glyoxalase (LOC_Os07g06660), pyruvate kinase (LOC_Os11g10980), and lactate/malate dehydrogenase (LOC_Os07g43700). UDP-glucoronosyl and UDP-glucosyl transferases (LOC_Os01g08440, LOC_Os02g11640), and a glycosyltransferase (LOC_Os01g07530) showed downregulation in both deficient and resupply condition. 

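UDP-glucosyl transferase LOC_Os01g08440 fell in KM (log2 change -2.12 ± 0.30) and again on resupply (-1.03 ± 0.30), although the second call was lost without some single arrays and by the methods' t-test. The other UDP-glucosyl transferase, LOC_Os02g11640, fell in KM to near background (-1.36 ± 0.12) and was not called on resupply (-0.05 ± 0.12, adjusted p = 0.76). Glycosyltransferase LOC_Os01g07530 fell in KM (-1.06 ± 0.11), a call lost without KM replicate 3, and its resupply change was under 2-fold (-0.40 ± 0.11, adjusted p = 0.0179). Both LOC_Os02g11640 (-1.41 ± 0.12) and LOC_Os01g07530 (-1.45 ± 0.11) were lower in KR than in KP.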

Phosphoglycerate kinase (LOC_Os06g45710) and indole-3-glycerol phosphate synthase (LOC_Os09g08130) were up- and downregulated in KM and KR condition, respectively. 

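Phosphoglycerate kinase LOC_Os06g45710 rose in KM (log2 change 2.01 ± 0.18). Its change on resupply was just under 2-fold (-0.93 ± 0.18, adjusted p = 0.00366). Indole-3-glycerol phosphate synthase LOC_Os09g08130, of the tryptophan pathway, rose (2.17 ± 0.37) and fell (-2.66 ± 0.37) past the thresholds in limma.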

Alpha-amylase (LOC_Os09g28430, LOC_Os02g52700) showed the highest expression in deficient condition (Table 2).

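Alpha-amylases, which break down starch, had members that rose steeply in KM: 4 of 8 genes were higher and 4 were not called, and 4 also when adjusted over the list alone (median log2 change 0.83). LOC_Os09g28430 rose (5.62 ± 0.47), as did LOC_Os02g52700 (4.09 ± 0.23) and LOC_Os01g25510 (1.66 ± 0.06), from KP means of 2.85, 2.43 and 2.37, near background. Resupply lowered the same 3 (-5.46 ± 0.47, -3.78 ± 0.23 and -1.50 ± 0.06). RAmy1A, the fourth, was not called on resupply by limma over the 12 arrays (-1.82 ± 1.81, adjusted p = 0.433) and was with the KM and KR arrays only (-1.82 ± 0.32, adjusted p = 0.0192) and by the methods' t-test. Its higher level in KR than in KP (5.87 ± 1.81) rests on 2 KP arrays, since KP replicate 1 read 10.99 against 11.05 to 12.23 in KR, and the t-test did not call that difference. The list passed camera in KM against KP (adjusted p = 0.00174, and adjusted p = 0.214 with an estimated correlation) and in KR against KM, where 3 fell and 5 were not called (adjusted p = 0.0199, and adjusted p = 0.188 with an estimated correlation). Seed storage genes gave a median log2 change of 0.02 over 6 genes in KM against KP. None of them was called at 2-fold by limma, at the adjusted or the unadjusted p, or by the methods' t-test. The amylase list was written with the study's tables seen and is not independent evidence. LOC_Os09g28430, LOC_Os02g52700 and LOC_Os01g25510 were matched to a probe set only through the study's category table. That table was drawn up from probe sets changed on these arrays. The number called and the camera results are therefore partly fixed by how members were matched. Quantile normalization ended the camera call on resupply (adjusted p = 0.107).

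**Figure D3:**
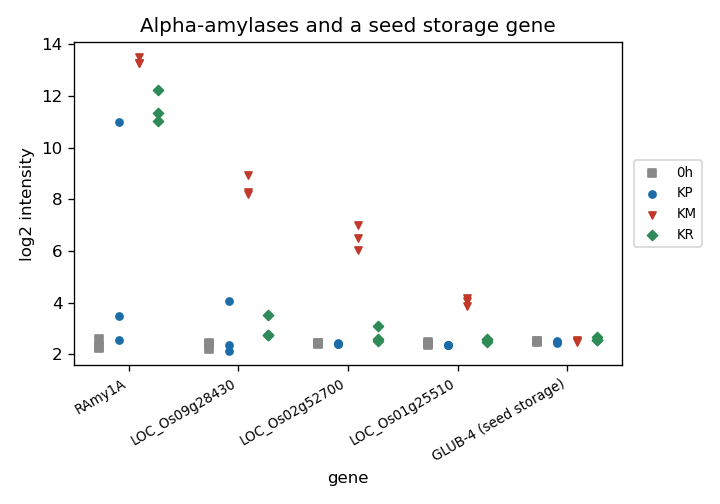
Log2 intensity of 4 alpha-amylase genes and the seed storage gene GLUB-4; each point is 1 array and colours give 0h, KP, KM and KR. LOC_Os09g28430, LOC_Os02g52700 and LOC_Os01g25510 are high only in KM, and RAmy1A is high in 1 of 3 KP arrays. GLUB-4 is near background on every array.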

Eleven of the lipid metabolism-associated genes were downregulated in potassium-deficient conditions and showed elevated expression in resupply conditions (Table S5). 

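In lipid metabolism 15 of 17 probe sets were lower in KM and 2 were higher. Resupply raised 9 of the 15 past the thresholds and 13 counting any size of change, and lowered the 2 higher ones. In KR 9 of the 17 were not called different from KP, and 7 still differed in the same direction. The category was drawn up by the study on these arrays and is not independent evidence.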

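Beta-amylase LOC_Os03g04770, another starch-degrading enzyme, fell in KM to near background (log2 change -3.02 ± 0.21) and was not called on resupply (0.39 ± 0.21, adjusted p = 0.147), so that KR remained below KP (-2.63 ± 0.21). Chloroplast omega-3 desaturase LOC_Os03g18070, which makes trienoic fatty acids, fell (-3.02 ± 0.15) and rose (1.52 ± 0.15), also remaining below KP (-1.50 ± 0.15). Lipase LOC_Os04g56240 fell (-3.27 ± 0.22) and rose (2.29 ± 0.22), and KR was less than 2-fold below KP (-0.97 ± 0.22).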

Beta-amylase (LOC_Os03g04770), omega-3 fatty acid desaturase (LOC_Os03g18070), and lipase (LOC_Os04g56240) exhibited low expression in deficient condition and high expression upon resupply. Three genes related to lipid metabolism showed the reverse trend and were upregulated in KM and downregulated in KR condition. A number of other genes related to metabolism such as transferases (10 genes), dehydrogenases (5 genes) other kinases/phosphatases (4 genes) were also differentially regulated (Table S5).

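Transferases had 8 of 10 probe sets lower and 2 higher in KM, and 4 of the 8 rose past the thresholds on resupply. Dehydrogenases were lower in 5 of 5, with 1 rising past the thresholds and 4 rising at any size. The transferase LOC_Os11g15040 fell in KM (log2 change -1.42 ± 0.17) and overshot KP after resupply (2.64 ± 0.17). The categories were chosen on these arrays, so their directions are not independent evidence.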

### Genes Involved in Secondary Metabolism

Eleven K^+^-responsive genes related to secondary metabolism were also downregulated upon KM treatment and upregulated in KR conditions. This category included many enzymes such as two polyprenyl synthetases (LOC_Os05g50550, LOC_Os04g56230) and a protein containing a FAD-binding domain (LOC_Os02g51080). 

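Secondary metabolism had 12 of 19 probe sets lower and 7 higher in KM. Of the 12, 3 rose past the thresholds on resupply and 9 at any size. Polyprenyl synthetase LOC_Os05g50550 fell in KM (log2 change -2.03 ± 0.10) and was not raised by resupply (-0.35 ± 0.10). The other, LOC_Os04g56230, fell in KM (-1.83 ± 0.39), a call lost without some single arrays, and was not called on resupply (0.80 ± 0.39, adjusted p = 0.124). LOC_Os02g51080 is geranylgeranyl reductase CHLP, which makes the phytol chain of chlorophyll. It fell (-1.90 ± 0.09) and rose (2.05 ± 0.09). The category is the study's own choice on these arrays and is not independent evidence.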

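Flavonol synthase LOC_Os10g40934 rose in KM (log2 change 1.51 ± 0.16) and fell on resupply (-1.15 ± 0.16). Dihydroflavonol reductase LOC_Os07g41060, of the anthocyanin branch, rose (1.66 ± 0.36) and fell (-1.46 ± 0.36). Its rise was lost without some single arrays and its fall by the methods' t-test. Laccase LOC_Os12g15680, of a family that oxidizes phenolics such as lignin units, rose (2.73 ± 0.27) and fell to near background (-3.61 ± 0.27). Laccase LOC_Os10g20610, near background in KP and KR, did too (2.04 ± 0.17, then -2.08 ± 0.17). Of 7 secondary metabolism probe sets higher in KM 6 fell past the thresholds.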

Seven genes encoding flavonol synthase (LOC_Os10g40934), dihydroflavonol-4-reductase (LOC_Os07g41060), and laccase precursor protein (LOC_Os12g15680, LOC_Os10g20610) showed upregulation in KM conditions and downregulation in KR conditions (Table 2).

### Nucleic Acid and Protein Metabolism

In potassium-deficient conditions, the majority of DEG not only belonged to carbohydrate and lipid metabolism, but several genes were identified that are annotated as being involved with nucleic acid and protein metabolism. Among 22 genes associated with nucleic acid metabolism, only 8 showed downregulation in KM condition and elevated expression in KR condition, whereas the remaining exhibited reversed expression pattern (Table S5). 

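Nucleic acid metabolism had 13 of 21 probe sets higher and 8 lower in KM. On resupply 10 of the 13 came down and all 8 came up at any size, 4 and 2 of them past the thresholds. AMP deaminases LOC_Os07g46630 (log2 change 1.27 ± 0.10) and LOC_Os05g28180 (1.31 ± 0.10), which turn AMP into IMP, rose in KM. Only the first fell past the thresholds (-1.22 ± 0.10; the second -0.64 ± 0.10). Exonuclease LOC_Os04g14810 rose from near background (1.60 ± 0.13) and fell (-1.56 ± 0.13). LOC_Os01g58690 rose (1.30 ± 0.13), and its fall was just under 2-fold (-0.99 ± 0.13, adjusted p = 0.00068). Sigma factors steer chloroplast transcription, and the 2 that the study's text names moved apart. LOC_Os08g06630 fell (-1.84 ± 0.15) and rose (1.46 ± 0.15), while LOC_Os05g51150 rose (1.34 ± 0.14) and remained above KP (1.70 ± 0.14). The study also lists another sigma factor, LOC_Os05g50930, as down in KM. The category is the study's choice and is not independent evidence.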

Transcripts presenting this profile encoded, for example, two AMP deaminases (LOC_Os05g28180, LOC_Os07g46630); endonuclease/exonuclease/phosphatase domain containing (LOC_Os01g58690); RNA polymerase sigma factor (LOC_Os08g06630, LOC_Os05g51150); and 3′–5′ exonuclease (LOC_Os04g14810). Most of the protein metabolism-related transcripts shown in Table 2 were downregulated upon potassium treatment, and their expression increased upon KR treatment. The putative C-terminal processing peptidase OsCttP3 (LOC_Os06g21380), the putative prolyl oligopeptidase OsPOP9 (LOC_Os04g47360), aspartic proteinase nepenthesin-2 (LOC_Os06g03120), and 8 other genes were included in this category.

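Protein metabolism had 8 of 11 probe sets lower and 3 higher in KM. On resupply 5 of the 8 came up, each by less than the thresholds. Processing peptidase OsCttP3 fell in KM (log2 change -3.87 ± 0.36) and was not called on resupply (0.25 ± 0.36). Prolyl oligopeptidase OsPOP9 (-2.60 ± 0.18, then -0.03 ± 0.18) and nepenthesin LOC_Os06g03120 (-1.99 ± 0.17, then 0.43 ± 0.17) behaved the same way. All 3 proteases were still lower in KR than in KP (-3.62 ± 0.36, -2.63 ± 0.18 and -1.56 ± 0.17), and 7 of the 11 still differed in the direction seen in KM. The 11 were chosen on these arrays and are not independent evidence.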

### Genes Related to Photosynthesis and Plant growth

Photosynthesis is a process by which green plants capture light energy to synthesize organic compounds from carbon dioxide and water. Seventeen photosynthesis-related genes were expressed differentially under KM and KR conditions. 

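All 17 photosynthesis probe sets were lower in KM by limma. On resupply 14 of them rose at any size, 11 past the thresholds, and 1 fell further past them. In KR 12 were not called different from KP and 4 were still lower. Light-harvesting protein LHCP fell in KM (log2 change -2.62 ± 0.07) and rose on resupply (3.17 ± 0.07). Chlorophyll genes moved with it. They are magnesium chelatase subunit CHLH, outside the category (-2.95 ± 0.16, then 3.16 ± 0.16) and protochlorophyllide reductase PORA, inside it (-1.52 ± 0.17, then 3.14 ± 0.17), which ended above KP (1.62 ± 0.17). Clock genes moved between the same groups. Evening gene LUX rose in KM (1.08 ± 0.09) and fell on resupply (-1.04 ± 0.09), PRR95 fell (-1.09 ± 0.05) and rose (2.84 ± 0.05), and evening gene GI rose by less than 2-fold (0.74 ± 0.16, adjusted p = 0.0173). The LUX calls were lost without some single arrays. Of 7 clock genes 1 was higher, 2 were lower and 4 were not called in KM against KP, and the same over the list alone (camera adjusted p = 0.876). LHY (the gene called CCA1 here), PRR95 and LUX were put on that list with the study's tables seen. The photosynthesis probe sets were picked on these arrays and are not independent evidence.

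**Figure D4:**
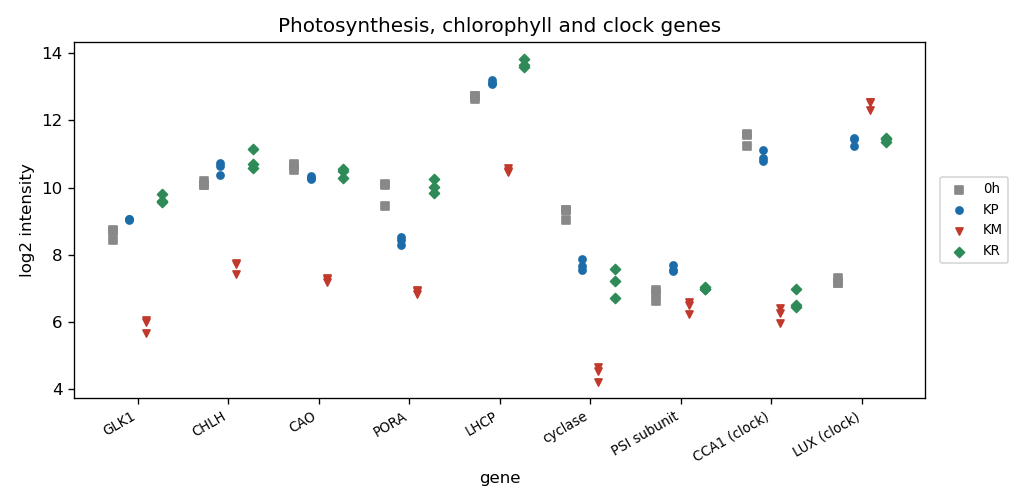
Log2 intensity of photosynthesis and chlorophyll genes and of the clock genes CCA1 and LUX; each point is 1 array and colours give 0h, KP, KM and KR. GLK1, CHLH, CAO and LHCP are low only in KM, while CCA1 is low in both KM and KR.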

Surprisingly, all 17 genes were downregulated in KM condition and upregulated in KR condition. Some of these genes (9) encoded chlorophyll a/b binding protein, photosystem I reaction centre subunit (LOC_Os09g30340), and magnesium-protoporphyrin IX monomethyl ester cyclase (LOC_Os01g17170) (Table 2). 

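Photosystem I subunit LOC_Os09g30340 fell in KM (log2 change -1.14 ± 0.11), and its rise on resupply was under 2-fold (0.55 ± 0.11, adjusted p = 0.00432). Magnesium-protoporphyrin cyclase LOC_Os01g17170, a step of chlorophyll synthesis, fell (-3.22 ± 0.21) and rose (2.70 ± 0.21) past the thresholds and was not called between KR and KP (-0.52 ± 0.21).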

Sixteen transcripts (9 upregulated and 7 downregulated) that showed altered expression in potassium-deficient conditions relative to their expression under normal growth conditions were related to plant growth and development. The expression of these genes was reversed upon resupply of potassium (Table S5).

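Of the 16 growth and development probe sets 8 were higher in KM, 7 were lower and 1 was not called. On resupply 7 of the 8 fell and 6 of the 7 rose at any size. Past the thresholds these were 6 and 1. Cytochrome P450 LOC_Os10g05020 rose (log2 change 2.16 ± 0.23) and fell (-2.68 ± 0.23). In KR 8 of the 16 were not called different from KP and 7 still differed in the same direction. They were chosen on these arrays and are not independent evidence.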

### Transcription Factors and Related Genes

In higher plants, gene expression in response to various stresses is regulated by transcription factors [26]–[28]. In many biological pathways, transcription factors are considered to be master regulators, since they can control the expression of suites of multiple genes at a given time in response to a particular stress condition. 

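Among the 55 transcription factor probe sets 40 were lower in KM, 13 were higher and 2 were not called by limma. Lower in KM were 4 of 5 bZIP, 3 of 4 HLH and 3 of 4 F-box related probe sets, and ethylene-responsive factors had 1 lower and 1 higher. Heat stress transcription factors HSFB2A (-1.69 ± 0.20 on the log2 scale) and HSFB2C (-1.0 ± 0.17) fell. The HSFB2C call was lost without KP replicate 1 or KM replicate 1. The family of 20 heat stress factors had 4 lower and 16 not called, also over the list alone, and 2 by the methods' t-test (camera adjusted p = 0.163). The 55 were chosen on these arrays and are not independent evidence.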

Our microarray results showed that 55 genes encoding transcription factors were induced under potassium deficiency (Table S5). Among the 55 induced genes, 21 genes belong to the zinc finger family and 13 to the MYB gene family. Another 4 genes are bZIP (basic region/leucine zipper motif) transcription factors, and 4 other genes are HLH (Helix-loop-Helix) transcription factors, 2 are annotated as ethylene-responsive (ERF) transcription factors. 

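Zinc finger factors had 14 of 21 probe sets lower in KM, 5 higher and 2 not called. Resupply raised 10 of the 14 past the thresholds and lowered 4 of the 5, and at any size all 14 rose and all 5 fell. LOC_Os06g04920 came down on resupply (log2 change -2.69 ± 0.25) and was still above KP (1.21 ± 0.25, a call lost without KP replicate 3 or KR replicate 2 and by the methods' t-test), while B-box factor LOC_Os04g41560 was back at its KP level (-0.22 ± 0.14, not called). The 21 were picked on these arrays, so the directions are not independent evidence.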

Of the 19 zinc finger transcription factors, only 5 were upregulated in KM condition and downregulated upon KR condition, whereas the remaining 14 showed the reverse expression pattern. Similar expression patterns were observed for all other categories of transcription factors. Some of the MYB family transcription factors (LOC_Os02g46030, LOC_Os06g51260, LOC_Os08g06110) were strongly downregulated under deficient conditions and upregulated upon resupply of potassium (Table 2).

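MYB factors had 11 of 13 probe sets lower and 2 higher in KM. LOC_Os06g51260 fell (log2 change -4.06 ± 0.39), as did the other 2 named here. None of the 3 was called on resupply by limma: LOC_Os02g46030 changed by 0.13 ± 0.06 (adjusted p = 0.122), LOC_Os06g51260 by 0.54 ± 0.39 (adjusted p = 0.284) and LOC_Os08g06110, the clock gene CCA1, by 0.42 ± 0.18 (adjusted p = 0.0755). In the family 5 of the 11 rose past the thresholds, GLK1 with them, and 10 rose at any size. The probe sets are the study's choice on these arrays and not independent evidence.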

### Transporters

Potassium deficiency affected the expression of a large number of transcripts encoding transporters representative of several distinct protein families. Similar to transcription factors, some transporters also showed downregulation under potassium deficiency and upregulation upon resupply. 

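Transporters had 32 of 43 probe sets lower in KM, 8 higher and 3 not called. Lower were 7 of 9 metal, 3 of 7 peptide and 3 of 5 lipid transporters, and higher were 2, 4 and 2. Peptide transporter LOC_Os02g46460 (PTR2) fell (log2 change -2.37 ± 0.19) and rose past its KP level on resupply (4.30 ± 0.19; 1.93 ± 0.19 against KP). Ammonium transporter AMT1 fell (-1.81 ± 0.14), and its rise was under 2-fold (0.72 ± 0.14). AMT1 was the 1 called of 10 ammonium and nitrate transporters, also over the list alone (camera adjusted p = 0.117). Of 11 phosphate transporters limma called 1 at the unadjusted p and 0 after adjustment, and the methods' t-test 0 (median log2 change 0.01). In KR 18 of the 43 transporters were not called different from KP, and 21 still differed in the same direction. The 43 were chosen on these arrays and are not independent evidence.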

Of the 40 differentially expressed transporters, 9 were metal transporters; 7 were peptide transporters; and 5 were lipid transporters. In this study, sodium transporters (OsHKT2;3 and OsHKT2;4 2 ), sulphate transporters (2 genes), and ABC transporters (2 genes) were highly downregulated in KM conditions and upregulated under KR conditions (Table 2). 

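Sodium transporters OsHKT2;4 (log2 change -2.59 ± 0.13) and OsHKT2;3 (-1.71 ± 0.09) were lower in KM than in KP. Their KM means were 2.76 and 2.79, near background. OsHKT2;4 was near background at 0h too (2.63 to 2.72) and higher only in KP (5.11 to 5.69). Neither transporter was called on resupply, with changes of -0.10 ± 0.13 (adjusted p = 0.552) and -0.07 ± 0.09 (adjusted p = 0.554). KR was below KP (-2.68 ± 0.13 and -1.78 ± 0.09). Sulfate transporters were lower in 2 of 2, with 1 rising past the thresholds. The 2 ABC transporters were lower in KM and rose by less than the thresholds.

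**Figure D5:**
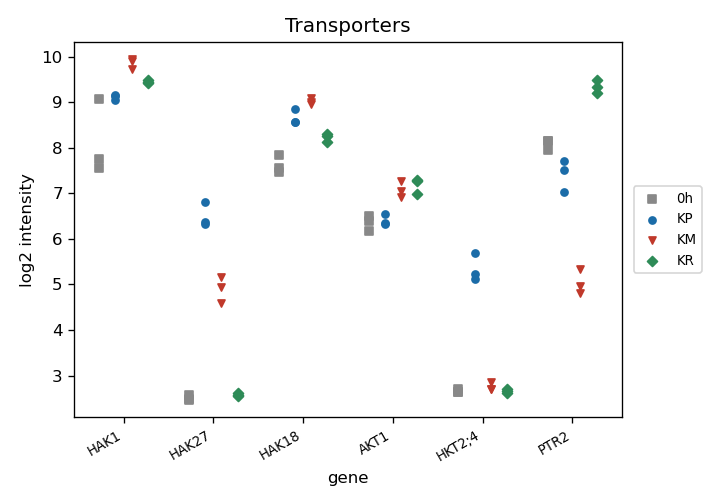
Log2 intensity of potassium, sodium and peptide transporter genes; each point is 1 array and colours give 0h, KP, KM and KR. HKT2;4 and HAK27 are lower in KM and KR than in KP, and PTR2 is lowest in KM. At 0h HKT2;4 and HAK27 are near background.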

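Other transporters were lower in KM in 13 of 13 probe sets. On resupply 4 rose past the thresholds, 2 without KM replicate 1, and 11 at any size, and 8 were still lower than KP. As a family of 25 genes aquaporins had 5 lower in KM and 20 not called, also over the list alone: PIP2;4 (log2 change -2.04 ± 0.25), TIP2;1 (-2.01 ± 0.23), TIP1;2 (-1.73 ± 0.33), PIP2;5 (-1.50 ± 0.26) and PIP1;3 (-1.35 ± 0.19). The list passed camera (adjusted p = 2.95e-06, and adjusted p = 0.214 with an estimated correlation), and the methods' t-test called none of the 5. Of 8 root markers 3 were lower and 5 were not called, over the list alone as well (camera adjusted p = 0.000913, and adjusted p = 0.26 with an estimated correlation). They are TIP2;1, PIP2;5 and the Casparian strip gene CASP1 (-1.12 ± 0.22), whose call was lost without KP replicate 3 or KM replicate 3. TIP2;1 and PIP2;5 are also among the 5 aquaporins, so the lists overlap. Whether the KM samples held a smaller share of root was not tested. On resupply limma called no aquaporin at 2-fold, by the adjusted or the unadjusted p, nor did the methods' t-test. By less than 2-fold 10 rose and 1 fell at an adjusted p under 0.05 in limma. Against KP 6 aquaporins were lower in KR.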

Thirteen other transporters (annotated as aquaporins, MATE efflux transporters, and AAA-type ATPases) also displayed similar expression pattern as described above. Surprisingly, we did not find any potassium transporters that showed differential expression in our microarray data with the criteria of more than 2-fold change. But when the fold change criterion was reduced to 1.5, two potassium transporters (OsHAK1), one potassium channel (OsKAT1) and one putative potassium transporter were found to be differentially expressed (Table S6).

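Of 24 potassium transport genes 1 was lower in KM and 23 were not called, also over the list alone (camera adjusted p = 0.864). The lower gene of the 24 was HAK27. HKT2;3 and HKT2;4, which fell in KM, were not matched to a probe set by symbol and are not among the 24. AKT1, the main inward channel of roots, rose by less than 2-fold (log2 change 0.68 ± 0.12, adjusted p = 0.00744), and so did HAK2 (0.37 ± 0.08, adjusted p = 0.0168). On resupply 2 of the 24 fell, HAK27 and HAK16 (-1.35 ± 0.24; camera adjusted p = 0.115). HAK1 was put on this list with the study's tables seen.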

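High-affinity transporter HAK1 had a log2 change of 0.74 ± 0.32 in KM (adjusted p = 0.246) and was not called at 1.5-fold. The KP arrays read 9.05 to 9.16 and the KM arrays 9.72 to 9.94, and the 0h arrays, which spread more (7.57 to 9.07), enter the standard error. With limma on the KP and KM arrays only it was 0.74 ± 0.07 (adjusted p = 0.00899). Channel gene KAT1 (LOC_Os01g11250) fell by more than 1.5-fold and less than 2-fold (-0.80 ± 0.12, adjusted p = 0.00355). With the fold threshold at 1.5, limma called 3364 probe sets in KM against KP.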

### Signal Transduction Related Genes

Based on the available literature for analyses of gene expression changes in response to various nutrient deficiencies, several proteins involved in signal transduction networks such as calcium sensors, kinases, and phosphatases were found to be differentially regulated under those conditions [24], [25], [29], [30]. Kinases and phosphatases are involved in a large number of distinct signaling pathways, such as the signal transduction pathways controlling cell growth, differentiation, and death. In our analysis, 31 differentially expressed genes were classified as signal transduction-related genes. Three CIPKs (CIPK7, CIPK8 and CIPK29) and three MAPKs display distinct patterns of downregulation and upregulation in potassium-deficient and resupply conditions, respectively (Table S5). 

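CIPK29 (log2 change -1.74 ± 0.11) and CIPK7 (-1.56 ± 0.15), kinases that act with calcineurin B-like calcium sensors, fell in KM and rose on resupply (1.71 ± 0.11 and 1.75 ± 0.15). In KM CIPK29 read 3.02 to 3.25, near background. CIPK8 fell (-1.03 ± 0.12), a call lost without KP replicate 3, and was not called on resupply (0.25 ± 0.12, adjusted p = 0.112). MAP kinases were lower in 3 of 3 and rose past the thresholds in 3 of 3. Over the whole family of 24 named CIPK genes, each read by its brightest probe set, 2 were lower in KM and 22 were not called, also over the list alone (camera adjusted p = 0.172). There CIPK7 is read by another probe set, which was not called in KM (0.36 ± 0.10, adjusted p = 0.0593) and rose by less than 2-fold on resupply (0.50 ± 0.10), so it is not among the 2. In KR against KM 1 was higher and 3 were lower by the brightest probe sets, while other probe sets of CIPK7 and CIPK10 rose past the thresholds. Against KP 2 of 24 were lower in KR, and the list passed camera (adjusted p = 0.000122, and adjusted p = 0.0136 with an estimated correlation). After quantile normalization its camera adjusted p was 0.0433. The 6 kinases of the study's categories were chosen on these arrays and are not independent evidence.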

Among the other signaling related genes, 6 phosphatases, 2 PP2Cs (LOC_Os01g46760, LOC_Os04g33080), and a phosphocholine phosphatase exhibited low expression under KM condition and elevated expression under KR condition, whereas one of the Ser/Thr protein phosphatases and two of the pyrophosphatases exhibited the reverse expression pattern. 

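Protein phosphatases 2C LOC_Os04g33080 (log2 change -1.25 ± 0.11) and LOC_Os01g46760 (-1.23 ± 0.27) fell in KM, and neither rose past the thresholds on resupply (0.55 ± 0.11 and 0.29 ± 0.27). The LOC_Os01g46760 call was lost without any 1 of the 6 arrays. Of 55 named PP2C genes 6 were lower in KM and 49 were not called, also over the list alone, and 1 by the methods' t-test (camera adjusted p = 0.00283, and adjusted p = 0.133 with an estimated correlation). The 6 include LOC_Os01g46760 and OsPP2C39 (-1.43 ± 0.22), which is read by another probe set of the transcript cluster that gives LOC_Os04g33080 above, so these 2 are not taken as separate genes. OsPP2C15 fell (-1.15 ± 0.15) and rose again (1.16 ± 0.15). In KR against KP 7 of the 55 were lower (camera adjusted p = 3.26e-05, and adjusted p = 0.0136 with an estimated correlation). There the list's median log2 change was -0.03, and after quantile normalization it did not pass (camera adjusted p = 0.0520). In the study's category 3 of 6 phosphatases were lower and 3 higher, which is not independent evidence.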

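Calcium-dependent kinase LOC_Os03g48270 (CPK9) fell in KM (log2 change -1.69 ± 0.15) and was not called on resupply (0.29 ± 0.15). Chloroplast kinase LOC_Os05g47560 fell (-1.25 ± 0.06) and rose (1.43 ± 0.06). Receptor kinase LOC_Os11g31530 rose from near background (3.63 ± 0.29) and fell (-3.41 ± 0.29). Of 20 calcium-dependent kinases 2 were lower in KM and 18 were not called, also over the list alone (camera adjusted p = 0.111), and 3 rose on resupply. CDPK1 fell (-1.30 ± 0.25, not called by the methods' t-test) and rose (2.45 ± 0.25). Calmodulin-like proteins, calcium sensors, had 6 lower, 1 higher and 16 not called of 23, the same over the list alone (camera adjusted p = 0.0325, and adjusted p = 0.26 with an estimated correlation). The methods' t-test called 1 lower and 1 higher. CML14 fell (-1.94 ± 0.25) and rose (1.04 ± 0.25, a call lost without some single arrays), and CML1 rose (1.57 ± 0.11) and fell (-1.44 ± 0.11).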

Some of the kinases such as a CDPK (LOC_Os03g48270) and the serine/threonine protein kinase SNT7 (LOC_Os05g47560) also showed downregulation in KM condition, but BRASSINOSTEROID INSENSITIVE 1 (LOC_Os11g31530) was upregulated 12-fold under KM conditions and down regulated 10-fold under KR conditions (Table 2).

### Stress Related Genes

Reactive oxygen species (ROS) are known to be involved in signaling pathways specific to low potassium stress conditions [31], [32]. Oxidoreductase and glutathione S-transferase (GST) play important roles during oxidative stress in plants [33]. In our study, a total of 50 genes grouped as stress-related were differentially expressed under low potassium conditions. These included 28 upregulated and 22 downregulated genes. Among these, 5 oxidoreductase genes and 4 GST were identified that showed upregulation in KM conditions and downregulation in KR conditions (Table S5), which we view as unsurprising given the well established role of potassium in stress responses [34]–[36]. 

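Stress-related probe sets were lower in KM in 29 of 51 cases and higher in 20, with 2 not called. Past the thresholds in both steps, 13 rose then fell and 7 fell then rose. Dehydration-induced LOC_Os10g21670 came down on resupply (log2 change -3.31 ± 0.74). In KR 31 of the 51 were not called different from KP. The study picked them on these arrays, so this is not independent evidence.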

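Glutathione S-transferases rose in 4 of 4 and fell past the thresholds on resupply in 4 of 4. Oxidation-reduction probe sets had 7 of 11 higher, 3 lower and 1 not called in KM. All 7 fell on resupply at any size, 3 past the thresholds. Oxidoreductase LOC_Os11g14910 was among the genes that rose in KM (log2 change 2.01 ± 0.36) and ended below KP (-2.51 ± 0.36). These categories are not independent evidence, having been drawn up on the same arrays.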

A total of 11 heat stress-related genes (HSPs) and 5 dehydration-related genes were identified. Most of the HSPs (9 genes) were downregulated in potassium-deficient conditions, and the expression pattern was reversed upon resupply of potassium. 

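Heat stress probe sets were lower in KM in 9 of 11 and higher in 2. All 9 rose on resupply at any size, 1 past the thresholds, and 8 of the 11 were not called different from KP. They are the study's choice on these arrays and not independent evidence. Over 24 named heat shock protein genes 2 were higher, 2 were lower and 20 were not called, the same over the list alone (camera adjusted p = 0.876). Small heat shock genes moved in opposite directions: HSP16.9A rose (log2 change 2.33 ± 0.36) and fell (-1.92 ± 0.36), and HSP16.0 fell (-1.12 ± 0.12) and stayed below KP (-1.01 ± 0.12, a call lost without some single arrays). The methods' t-test did not call HSP16.9A in KM against KP.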

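Drought stress probe sets had 3 of 4 lower and 1 higher in KM. Of the 3 lower ones 2 came up on resupply, each by less than the thresholds, and the higher one fell past them. In KR 2 of the 4 were not called different from KP. With 4 probe sets chosen on these arrays, this is not independent evidence.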

Other drought-responsive genes showed a qualitatively similar expression pattern (Table S2).

### Cell Wall and Cell Death Related

Among 12 cell wall-related genes identified in this study, 9 genes encoding peroxidases (LOC_Os07g48050, LOC_Os01g73170, LOC_Os03g13210), expansin (LOC_Os01g60770), and alpha-N-arabinofuranosidase (LOC_Os11g03780) were upregulated, and another 2 peroxidases (LOC_Os10g02070, LOC_Os07g47990) and an expansin (LOC_Os10g40710) were down regulated during potassium deficiency and showed reversal of expression upon resupply (Table 2).

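Cell wall probe sets were higher in KM in 9 of 12 and lower in 3. Peroxidases LOC_Os01g73170 (log2 change 1.82 ± 0.18) and LOC_Os03g13210 (1.04 ± 0.15) rose, beside LOC_Os07g48050. Peroxidases LOC_Os10g02070 (-1.12 ± 0.14) and LOC_Os07g47990 (-1.72 ± 0.13) fell. Expansins loosen walls: EXPA2 (LOC_Os01g60770) rose (1.26 ± 0.34) and EXPB2 (LOC_Os10g40710) fell (-1.74 ± 0.20). Arabinofuranosidase LOC_Os11g03780 rose (1.06 ± 0.17). On resupply the 3 lower genes rose (2.20 ± 0.14, 1.97 ± 0.13 and 1.68 ± 0.20). Of the 9 higher ones 1 fell past the thresholds and 8 at any size. LOC_Os01g73170 (-0.67 ± 0.18), LOC_Os03g13210 (-0.76 ± 0.15), EXPA2 (-0.44 ± 0.34) and LOC_Os11g03780 (-0.09 ± 0.17) were not called. The KM calls of LOC_Os03g13210, EXPA2 and LOC_Os11g03780 were lost without some single arrays. Of 25 named expansins 1 was higher, 1 lower and 23 not called, also over the list alone (camera adjusted p = 0.613). Of 9 cellulose synthases limma called 0 at 2-fold at either p and the methods' t-test 0. By less than 2-fold 3 were lower at an adjusted p under 0.05 in limma. Their family's median log2 change was -0.30 (camera adjusted p = 0.00849, and adjusted p = 0.214 with an estimated correlation). The 12 were chosen on these arrays and are not independent evidence.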

Cell death-related transcripts constituted only a small category in the microarray results. This category contained 7 genes, including 5 genes encoding ubiquitin, which mostly showed upregulation under low potassium conditions (KM) (Table S5).

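Cell death probe sets were higher in KM in 5 of 7 and lower in 2. On resupply all 7 moved back at any size, 3 of them past the thresholds, and all 7 were not called different from KP in KR. Ubiquitin family gene LOC_Os09g31031 in this category went from a KP mean of 4.81 to 7.36 in KM and 4.49 in KR. The 7 were picked on these arrays and are not independent evidence.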

### Phytohormones and Defense Related Genes

Changes in potassium supply affect the transcription of genes related to phytohormones like jasmonic acid (JA), auxin, gibberellin and others [5], [37]. 

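Auxin-related probe sets had 4 of 7 lower and 3 higher in KM, and 1 higher without KP replicate 1, KM replicate 1 or KM replicate 2. OsSAUR53 fell (log2 change -1.44 ± 0.18) and rose on resupply (1.01 ± 0.18, a call lost without some single arrays). OsSAUR21 rose in KM (1.28 ± 0.33), a call lost without any 1 of the 6 arrays, and OsIAA2 rose (1.21 ± 0.18). Neither was called on resupply (0.13 ± 0.33 and -0.17 ± 0.18). Of 26 named Aux/IAA genes, which repress auxin responses, 1 was higher in KM and 25 were not called, also over the list alone (camera adjusted p = 0.247). IAA6 rose on resupply (1.00 ± 0.12), a call lost without KM replicate 1 or KR replicate 3. The 7 probe sets are the study's choice and not independent evidence.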

Seven genes were found to be related to auxin, such as *OsSAUR21*, *OsSAUR53*, *OsIAA2* (Table 2, S5). 

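On these arrays lipoxygenase LOC_Os02g10120 was lower in KM than in KP (log2 change -4.01 ± 0.31), with means of 8.26 in KP and 4.25 in KM. Jacalin-like lectin LOC_Os12g14440 was lower as well (-6.03 ± 0.68). Resupply raised the lipoxygenase (2.21 ± 0.31), and the lectin was not called (0.93 ± 0.68, adjusted p = 0.287). The 2 were below KP in KR (-1.81 ± 0.31 and -5.11 ± 0.68). TIFY genes include the JAZ repressors of jasmonate responses, which jasmonate itself induces, and also other members. The whole family had 3 of 17 lower in KM and 14 not called, 4 lower over the list alone (camera adjusted p = 0.037, and adjusted p = 0.275 with an estimated correlation). TIFY11e (-3.46 ± 0.48), TIFY11a (-2.79 ± 0.44) and TIFY11b (-1.91 ± 0.24) fell, none of them by the methods' t-test, and rose on resupply (2.85 ± 0.48, 2.63 ± 0.44 and 1.86 ± 0.24). In KR against KM 5 of 17 were higher. Of 4 jasmonate synthesis genes limma called 0 at 2-fold at either p and the methods' t-test 0 (median log2 change -0.40).

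**Figure D6:**
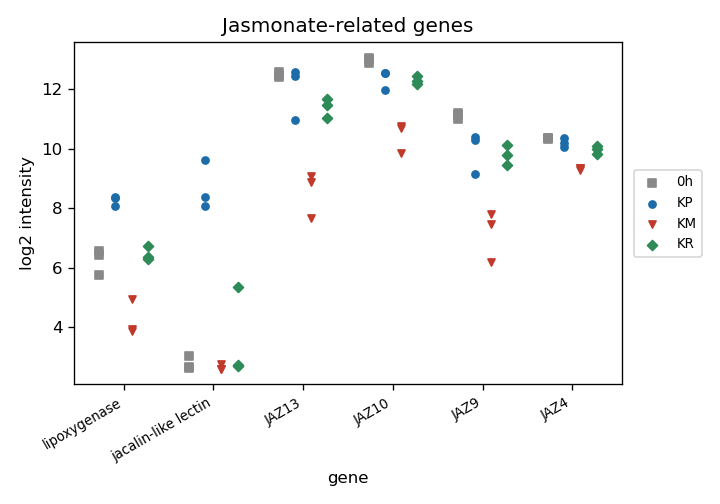
Log2 intensity of the lipoxygenase, the jacalin-like lectin and 4 TIFY (JAZ) genes; each point is 1 array and colours give 0h, KP, KM and KR. JAZ13, JAZ9, JAZ10 and JAZ4 are TIFY11e, TIFY11a, TIFY11b and TIFY6b. The lipoxygenase and the TIFY genes have their lowest levels in KM, and the lectin is about as low at 0h.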

Interestingly, two jasmonic acid-related genes, lipoxygenase (LOC_Os02g10120) and jacalin-like lectin (LOC_Os12g14440) were upregulated 16- and 65-fold in potassium-deficient conditions, respectively. Their expression levels declined rapidly after resupply. 

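Gibberellin receptor-like gene LOC_Os03g14730 fell in KM (log2 change -1.32 ± 0.06), and its rise on resupply was under 2-fold (0.81 ± 0.06, adjusted p = 5.13e-05). LOC_Os01g06220, of the same annotation, rose (1.82 ± 0.38, lost without some single arrays) and fell (-3.28 ± 0.38) to below KP (-1.46 ± 0.38, lost without KP replicate 2 and by the methods' t-test). In the gibberellin category 2 of 3 probe sets were lower and 1 was higher, chosen on these arrays and not independent evidence.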

Two GA-related genes also showed similar expression patterns as the jasmonic acid related genes, however GID1, exhibited the opposite expression pattern.

Thirteen genes related to plant defense were also differentially expressed, 7 genes were downregulated in KM condition and upregulated upon resupply (KR). 

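Defense probe sets had 6 of 13 lower and 5 higher in KM, with 2 not called. On resupply 5 of the 6 rose and 5 of the 5 fell at any size, 2 and 4 past the thresholds. Without any 1 of the 6 KP and KM arrays 3 were lower, and 0 of them rose past the thresholds. SCP-like gene LOC_Os01g28450 returned to its KP level (KR against KP 0.27 ± 0.24, not called). The 13 were picked on these arrays and are not independent evidence.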

The remaining 6 genes had a reverse expression pattern (i.e. upregulated in KM and downregulated in KR conditions). This category include genes encoding glycosyl hydrolase (LOC_Os05g31140, LOC_Os01g71340), cysteine protease 1 (LOC_Os03g54130), thaumatin (LOC_Os03g45960, LOC_Os03g46070), and WIP3 (LOC_Os11g37950).

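Glycosyl hydrolase LOC_Os01g71340 rose in KM (log2 change 2.25 ± 0.33) and was not called on resupply (-0.70 ± 0.33), while LOC_Os05g31140 was not called in KM (-1.11 ± 0.31, adjusted p = 0.0545; called by the methods' t-test and by limma on the 2 groups alone). Cysteine protease LOC_Os03g54130 fell (-3.06 ± 0.36) and stayed low on resupply (0.22 ± 0.36). Thaumatin LOC_Os03g45960, of a pathogenesis-related family, rose (1.94 ± 0.36) and fell (-3.09 ± 0.36). The other thaumatin, LOC_Os03g46070, had 1.82 ± 0.58 in KM (adjusted p = 0.0945; called by the methods' t-test) and fell on resupply (-2.35 ± 0.58). Wound-induced WIP3 rose (1.62 ± 0.26) and fell (-2.27 ± 0.26).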

### cis-Regulatory Element Analysis of Potassium Deficiency Responsive Genes

When analysing the expression of a group of genes that respond similarly to a particular condition, it is anticipated that these genes might have some common features or elements driving their expression. The promoters of co-expressed genes might share some common regulatory elements or be regulated by a common set of transcription factors. Thus, the identification of shared *cis*-regulatory elements in the promoter regions of genes co-expressed in response to altered levels of potassium availability could provide new insights into the transcriptional regulatory networks that are triggered by potassium deficiency in plants. To identify common *cis*-regulatory elements, 1 kb regions directly upstream of potassium-responsive genes in *Arabidopsis* and rice were analysed in PLACE database [38], [39]. Genes that exhibited high levels of expression under potassium deficiency in this study and earlier studies on *Arabidopsis* including CIPK9 [40], HAK5 [41], peroxidase, glycosyl hydrolase, AP2 domain-containing transcription factor, rice alpha-amylase, glycosyl hydrolase, peroxidase, potassium transporter HAK1, GST, dehydration stress-induced protein, and ethylene-responsive transcription factor were compared. A total of 31 common *cis*-regulatory elements were found, including ABRELATERD1 (ACGTG), ARR1AT (NGATT), CAATBOX1 (CAAT), DOFCOREZM (AAG), GATABOX (GATA), GT1CONSENSUS (GRWAAW), POLLEN1LELAT52 (AGAAA), TAAAGSTKST1 (TAAAG), WRKY71OS (TGAC) and many others that were prominently present in the 1 kb putative regulatory regions of the aforementioned genes. A list of all of the 31 *cis*-regulatory elements with their sequences is provided in Table S7.

### Comparative Analysis of Rice and Arabidopsis in Potassium and Other Nutrient Deprivation

Transcriptome data from this study were compared to earlier published results on the transcriptome response to potassium deficiency in *Arabidopsis* and rice, particularly an earlier transcriptomic profile of 2 week old rice roots grown under potassium-deficient conditions [37]. However, the transcriptome profile of potassium-deficient plants is comparatively far better characterized in *Arabidopsis*, where both two week old shoot and root tissues were analyzed under potassium deprivation [5], [42]. We compared the dataset; we obtained from seedlings grown under potassium-deficient conditions under these two published transcriptome datasets. In earlier reports, far fewer genes were reported to be differentially regulated with a 2-fold or greater expression change in response to potassium deficiency in both rice (722 in rice whole seedling [this study] versus 356 in rice root [37]) and *Arabidopsis* (119 in shoot, 299 in root [5]) (Table 3). In an attempt to identify the similarities and differences among potassium-responsive genes in rice and *Arabidopsis*, we categorised and compared 356 DEG from rice root [37] with 722 DEG from whole rice seedling (this study) and 418 genes from *Arabidopsis* shoot and root transcriptome [5] (Figure S1). This comparative analysis revealed that the majority of DEG was related to metabolism and signal transduction in response to potassium deficiency in both rice and *Arabidopsis* (Figure S1). The percentage of genes related to defense and cell wall were significantly greater in number in *Arabidopsis* than rice. In whole rice seedlings, the number of differentially expressed transcription factor genes were greater (this study, Figure S1) compared to the roots of potassium-deficient rice seedlings [37]. The present transcriptome profile of potassium-deficient rice seedlings was further compared to transcriptome profiles of rice under other nutrient deprivation (i.e. nitrogen, phosphorus, and iron) (Figure S2). From the above studies, it was inferred that genes differentially expressed in response to deprivation of distinct nutrients were associated with various metabolic processes and stress adapatations and were classified as transporters, transcription factors, and signal transduction components. This suggest that there might be a functional overalap of these genes in responses to deprivation of nutrients other than potassium in both rice and *Arabidopsis*.

**Table 3:** Differentially expressed genes from present microarray data and data obtained from 2 week K^+^-starved *Arabidopsis* shoot-root (Armengaud et al. 2004), roots of rice plants after 6 h, 3 days and 5 days (Ma et al. 2012).

Study	(Armengaud et al. 2004)	(Ma et al. 2012)	Our data
Organ	*Arabidopsis* shoot and root	Rice root	Rice seedling
Cutoff value	FDR%<1	Fold Change ≥2 and P-value ≤0.05	Fold Change ≥2 and P-value ≤0.05
Regulated Gene	116 and 299	356	722

### Relationship of Potassium Ion Response Related Genes with Abiotic Stresses

We analysed potassium responsive DEGs (mainly related to metabolism, signal transduction and stress) under abiotic stresses like cold, drought, heat and salt stress, using Genevestigator database for their transcript status. Most of the genes showed differential expression pattern under these stresses. Metabolism related carboxyvinyl-carboxyphosphonate phosphorylmutase (LOC_Os12g08760), heparanase (LOC_Os06g08090), UDP glucoronosyl (LOC_Os01g08440) showed downregulation in all stresses except heat stress. But phosphoglycerate kinase (LOC_Os06g45710) and beta-amylase (LOC_Os03g04770) were upregulated in all stress conditions (Figure S3A). Genes related to signal transduction, such as OsCML14 (LOC_Os05g50180) and BRI I, (LOC_Os11g31530) showed an upregulation in both cold and drought stresses whereas no differential expression was found in heat and salt stresses. MAP3K4 (LOC_Os01g50370) expression was elevated in response to above mentioned four stresses. In contrast, EF-hand containing protein (LOC_Os09g28510) was showing downregulation in stressed state (Figure S3B). Early responsive to dehydration protein (LOC_Os12g43720), oxidoreductase (LOC_Os11g07930), HSP (LOC_Os2g54140), HSF (LOC_Os02g35960) genes were downregulated in cold and heat stresses while upregulated under drought stress. Dehydrin (LOC_Os02g44870) showed elevated expression under cold, drought, heat and salt stresses whereas 2-oxoglutarate (LOC_Os10g40960) and oxidoreductase (LOC_Os02g53510) were downregulated under these conditions (Figure S3C).

## Discussion

Nutritional deficiencies alter the physiology and metabolism of plants during both short-term and long-term periods of growth. In response to nutrient deficiency, plants activate a plethora of genes and gene networks encoding a large number of proteins involved in acclimation and adaptation. Significant research has contributed to our understanding of the uptake, distribution and homeostasis of potassium ions in *Arabidopsis* by employing advanced tools for genetics, biochemistry, cell biology, and physiology. Our knowledge of adjustment and adaptation to short-term and long-term nutrient deficiency is still insufficient to establish a basic model of how plants manage to thrive physiologically despite nutrient deficiencies in soil. As mentioned in the introduction, research related to potassium nutrition in plants has drawn the attention of several leading research groups who seek to enhance our understanding of the mechanisms of plant tolerance to potassium deficiency. In this study, we have contributed to this effort by performing detailed transcriptomic profiling of whole rice seedlings exposed to short-term (5 days) potassium deprivation.

It is quite possible that different plant species might have different mechanism to absorb, transport, distribute, and utilize potassium [4], [6], [7], [43]–[45]. Biomass is one important parameter to measure plant growth under low nutrient conditions, and it is a significant criterion to judge the crucial role played by particular nutrient in plant growth and development.

In order to complement our transcriptomic analysis of rice seedlings, we also performed a physiological experiment to determine the growth symptoms of potassium deficiency. The experimental results indicate that rice grew significantly more poorly under low potassium conditions than it did under higher concentrations of potassium that we believe are more reflective of optimal growth conditions for rice. This effect is clearly seen in the qualitative and quantitative assessment of seedling biomass under both conditions (Figure 1A, B, C). At the molecular level, the content of potassium ions in plants grown in low potassium media was also appreciably lower than the potassium content of plants grown in media with sufficient levels of potassium, which demonstrates that rice seedlings are indeed able to take up higher levels of potassium when external levels are sufficiently higher and further establishes a direct link between potassium supply and plant growth (Figure 1D). Similar results were previosuly described in *Arabidopsis* plants starved of potassium [5]. Analysis of the growth of *Arabidopsis* under long-term potassium starvation (14 days) by Armengaud et al. (2004) [5] revealed chlorosis (bleaching) of older leaves, as well as a reduction in lateral root growth of seedlings. In contrast to these reported results in *Arabidopsis*, we observed an obvious reduction in the growth of rice seedlings by the fifth day of growth on low potassium containing media without any significant signs of chlorosis or bleaching of seedling leaves. We also observed a very similar, severe impairment of growth in rice seedlings maintained on potassium-deficient media for longer period of time (i.e. 14 days; data not shown). After observing growth differences of rice seedlings exposed to short-term or long-term potassium deprivation, we decided to investigate gene expression profiles under short-term (5 days) potassium starvation.

During the preparation of this manuscript, we discovered a report on the transcriptome profile of rice roots deprived of potassium [37]. The major difference between this study and our study is that we chose to use whole seedlings rather than just roots. Moreover, this study is more comprehensive due to our transcriptional profiling of seedlings resupplied with potassium after short-term potassium deprivation. These growth conditions closely mimicked a previous study by Armengaud et al. 2004 [5]. The usage of higher level of stringency (i.e. 2-fold or greater change) and false discovery rate (FDR) in the present study also strengthens the reliability of our data on differential gene expression. Despite several differences, some of our findings are consistent with differentially expressing genes previously reported by Ma et al. 2012 [37].

The most significant contribution of the present work is the identification of genes implicated in the growth and development of rice seedling exposed to the short-term stress of potassium deficiency and the resupply of potassium to deprived seedlings. This study provides a platform for the investigation of the mechanisms of regulatory responses to low potassium conditions. From our microarray analysis, a large number of genes (722) were found to be differentially expressed during potassium deprivation and resupply (1867 DEG). Only 307 of the affected genes, however, exhibited reversal of gene expression (i.e. restoration of comparable expression levels as seen during optimal growth conditions) upon resupply of potassium to the deficient media (Figure 2B), therefore this study clearly identifies a subset of the differentially expressed genes that are specifically expressed only during potassium deprivation. This difference in expression is also seen in the results of our PCA analysis, where the three biological replicates of the potassium resupply treatment were more similar to those grown with sufficient levels of potassium (Figure 2A). This recognizable difference in gene expression between the plants during potassium deficient conditions and following resupply highlights the flexibility of biological pathways to adapt quickly as per changes in the environment. Through this study, we reveal adaptive responses of plants to fluctuations in potassium ion concentration. As previously reported, genes involved in various processes like primary and secondary metabolism, ion transport, signal transduction, and hormone signaling were linked to potassium deficiency [5], [44]–[47]. We have also identified differentially expressed genes related to carbohydrate metabolism, carboxyvinyl-carboxyphosphonate phosphorylmutase, glyoxalase, lactate/malate dehydrogenase, phosphoglycerate kinase, UDP-glucosyl transferase and many other enzymes and biological processes (Table 2). Many genes related to carbohydrate metabolism have also been reported to play important roles in response to phosphorus deficiency in rice roots and potassium deficiency [46], [48]. One of the genes identified in this study, UDP-glucosyl transferase, was also found to be influenced by iron toxicity in rice [49]. Similarly, alpha amylase transcript that shows the greatest magnitude of upregulation in response to potassium deficiency was also reported to be involved in starch hydrolysis [50].

Our microarray data suggests a number of proteins involved in diverse aspects of carbohydrate metabolism were differentially regulated and thereby indicates that potassium deficiency has widespread effects on carbohydrate metabolism. Carbohydrate metabolism directly impacts plant biomass and photosynthetic yield and, based on our findings, could be a significant component of the stress imposed by potassium deprivation.

Lipases are enzymes involved in the cleavage of lipids and are crucial components of lipid metabolism responsible for the mobilization of lipids during stress conditions. In this study, several lipases were identified that exhibited downregulation during potassium deprivation. In *Arabidopsis*, Armengaud et al. (2009) [5] reported the involvement of lipases and their similar differential expression in potassium deficiency treatments.

Based on earlier physiological analysis of growth symptoms under potassium deficiency, photosynthesis was identified as one of the major processes directly affected by potassium deficiency [51]–[53]. Photosynthesis serves as the major energy source of plants, and its efficiency is reduced under nutrient deficiencies [54]. The efflux of potassium ion from guard cells causes decreased stomatal conductance and thereby reduces rates of photosynthesis as a tradeoff for reduced water loss [51], [55]–[58]. In our differential gene expression analysis, we have identified several genes involved in photosynthesis. In particular, chlorophyll A–B binding protein and magnesium-protoporphyrin IX monomethyl ester cyclase were downregulated in KM conditions and strongly upregulated upon KR conditions. Similarly, several genes involved in jasmonic acid (JA), auxin, ethylene, and gibberellin signaling pathways are known to be directly influenced by potassium deficiency in plants [5], [37], [59].

With extensive research in the field of stress biology in plants, it is widely appreciated that many of these stresses are inter-related and produce similar secondary messenger molecules such as reactive oxygen species (ROS), calcium (Ca^2+^), and others [32], [54], [60]. Research in *Arabidopsis* pertaining to deprivation of multiple nutrients (N, S, P, K, Fe and others) suggests the activation of signaling pathways implicated in other abiotic stresses such as drought or toxic ion exposure [32], [61]. Presumably due to the interconnected nature of diverse plant stresses, plants grown under low potassium conditions have also been shown to be particularly susceptibile to drought and cold stress [9], [34], [36]. Moreover, many of the abiotic or biotic stresses affect metabolism and hence affect growth [62]. Different cellular processes like growth, photosynthesis, carbohydrate and lipid metabolism, osmotic homeostasis, protein synthesis are affected by both biotic and abiotic stresses [63]–[66].

Reactive oxygen species (ROS) are a byproduct of normal cell metabolism in plants. Accumulation of ROS is damaging to cells, however ROS also act as important signaling molecules. The balance between production and detoxification of ROS is tightly regulated by many proteins and enzymes [67]–[69]. ROS are generated as a signal of several biotic and abiotic stress conditions [68], [70]–[72]. ROS level were also elevated in response to deficiency of several nutrients (N, S, P, Fe), and ROS are a known signal of potassium starvation in roots [31], [32], [45], [73]. Under potassium-deficient conditions, many ROS related genes such as oxidoreductase and glutathione S-transferase (GST) are involved in detoxifying the ROS to maintain homeostasis of these molecules in the cytosol. We observed that transcripts encoding these enzymes were upregulated in response to potassium deprivation and subsequently downregulated following resupply of potassium.

Recently in the field of calcium signaling in plants, calcium has often been placed downstream of ROS [26], [31], [32], [40], [74], [75]. In previous reports in *Arabidopsis*, calcium-binding proteins were described to be differentially regulated in response to potassium starvation conditions [45]. Calcium sensors such as calmodulin (CaM), calcineurin B-like proteins (CBLs), CBL interacting protein kinases (CIPKs), and Ca^2+^-dependent protein kinases (CDPKs), were differentially expressed in potassium-deficient conditions [5]. In the rice root transcriptome, OsCIPK29 was found to be downregulated in response to potassium deficiency [37]. Three other CIPKs (OsCIPK7, OsCIPK8, and OsCIPK29) were found to be downregulated under potassium starvation. Their expression increased after resupply of potassium in this study, which suggests that these kinases might be acting as negative regulators of potassium nutrition and signaling in rice. One recently discovered, important aspect of potassium uptake and nutrition that has been elucidated in *Arabidopsis* is regulation of the high affinity K^+^ channel AKT1 by physical interactions with the calcium-binding proteins CBL1 and CBL9 and the Ser/Thr kinase CIPK23 in the root to regulate uptake of potassium [24], [25]. The downregulation of two PP2C protein phosphatases in the transcriptomic data suggests that these phosphatases might be acting as counteracting molecules in protein phosphorylation pathways that signal potassium-deficient conditions. Previously, it was reported that several members of the PP2C family are involved in regulating responses to multiple abiotic stresses as well as developmental processes in rice [76]. Some MAP kinases were also differentially regulated in potassium-deficient conditions, which suggest other signaling components are involved in the regulation of potassium starvation responses. MAPKs have also been implicated in both biotic and abiotic stress responses in addition to potassium starvation, development, cell proliferation, and hormone physiology [47], [61], [77], [78]. The involvement of phytohormones like JA and auxin in potassium-deficient conditions was shown earlier by identification of differentially regulated genes in the metabolism or signaling of these phytohormones [5], [37]. Surprisingly, we identified only a few candidate genes involved in JA and auxin metabolism and signaling during potassium-deficient conditions in rice seedling. It is quite possible that the altered expression of these signal transduction, stress and hormone-related genes might also play roles in enabling plants to adapt under low potassium stress conditions in rice.

Genome-wide analysis has led to the identification of a large family of genes encoding K^+^ transporters/channels in both *Arabidopsis* and rice [79]–[83]. Moreover, several detailed gene expression profiles by northern blots and RT-PCR analyses identified multiple K^+^ transporters that are differentially regulated under potassium starvation conditions [19], [61], [84]. However, in this transcriptomic analysis, we could not identify any K^+^ transporters with at least two fold change in gene expression, in contrast to the findings of Ma et al 2012 [37]. Similar to our findings, two previous reports on transcriptomic responses to potassium starvation in *Arabidopsis* did not identify many K^+^ transporters with significant changes in expression [5], [42]. Upon relaxing our analysis stringency to 1.5 fold with FDR, p<0.05, three transporters including HAK1 (LOC_Os04g32920) and KAT1 (LOC_Os01g11250) were identified. OsHAK1 is a member of the KUP/HAK/KT family of putative high-affinity K^+^ transporters that have been known to be involved in potassium uptake under low potassium conditions [37], [85]. KAT1 is a shaker-type K^+^ channel that is specifically expressed in guard cells and mediates potassium fluxes for turgor-dependent regulation of the stomatal aperture [86], [87]. As reported earlier, HKT class I transporters conduct Na^+^ uptake under KM condition in rice. In contrast, class II HKT transporters showed higher permeability for K^+^ ions. [88]–[93]. In transcriptomic analysis, the expression of sulfate transporters such as SULTR1;2 was found to be altered under potassium-deficient condition in *Arabidopsis* [5]. Approximately 30 DEG annotated as transporters that conduct molecules other than K^+^ were identified in this study, and these are believed to be involved in the transport of metals, lipids, sulphate, and other molecules. We identified representatives of ABC transporters, aquaporins, MATE efflux transpirters, and AAA-ATPase-type transporters. The differential expression of these transporters in potassium-deficient conditions might be related to the homeostasis of other molecules to maintain proper osmoticum and neutralize the charges across the membranes and in the cytosol [19], [32], [94].

The identification of fewer K^+^ transporters led to an argument for the possible existence of post-translational regulatory mechanisms of K^+^ transporters that direct uptake and distribution of potassium from the root to shoot. In fact, this mode of regulation has been recently discovered in *Arabidopsis*, where a high affinity K^+^ channel was regulated by a calcium-mediated phosphorylation-dephosphorylation network in roots [24], [25], [95]. However, no such phosphorylation-dephosphorylation signaling network has been identifed yet in rice. We speculate that similar post-translational modes of regulation are likely present in rice for regulation of K^+^ transporters during low potassium conditons.

In the present transcriptomic analysis, genes for a large number of transcription factors were differentially regulated in KM condition and their expression returned to baseline levels upon resupply of potassium. The maximum effect was shown by members of the zinc-finger transcription factor family, followed by MYB family transcription factors (Table 2). Zinc-finger family and basic helix-loop-helix (BHLH038, BHLH039, BHLH100, and BHLH101) transcription factors were previously reported to be involved in responses to iron deficiency in *Arabidopsis* [96]. Multiple reports in plants suggest that MYB family transcription factors regulate a wide range of processes in plants, including biotic and abiotic stress responses, plant growth and development, and secondary metabolite production [97]–[101]. In addition to potassium and iron, this family is also involved in phosphate starvation signaling in both vascular plants and unicellular algae [102].

Regulatory *cis* elements present in promoter regions are one of the salient aspects of gene regulation and often provide a mechanistic explanation for coexpression of a group of coexpressed genes. Several common *cis*-regulatory elements have been identified in multiple genes regulated similarly at transcriptional level [103]. Upon analysis of *cis*-regulatory elements in some of the highly differentially expressed genes in the present study, we found that they contained previously identifed drought responsive, sugar responsive, and light responsive regulatory *cis*-elements including ABRELATERD1, ACGTABOX, GT1CONSENSUS, GATABOX and others [104]–[107]. Interestingly, an earlier study concluded that ABREs functions Ca^2+^-responsive *cis*-elements in response to calcium transients induced by biotic and abiotic stresses [108]–[110]. Also the expressions of many potassium transporters and channels (KCO) have been shown to be activated by cytosolic Ca^2+^ [111]. The TAAAGSTKST1 element was found in promoter of the StKST1 gene encoding a K^+^ channel, and this gene is a known target site for trans-acting StDof1 protein controlling guard cell-specific gene expression [112]. Thus, the presence of these *cis*-regulatory elements in the promoter sequences of genes involved in nutrient stress might be associated with several abiotic and biotic stresses that lead to changes in the expression of signal transduction components and might also regulate signaling pathway crosstalk to enable plants to acclimatize to a wide range of conditions. Despite the presence of several common *cis*-regulatory elements in the promoters of highly differentially expressed genes under potassium deprivation, we could not identify a motif or *cis*-element specific for potassium responsiveness.

The comparative transcriptome analysis of rice and *Arabidopsis* (Figure S1, S2) suggests a common regulatory mechanism for genes whose expression is highly dependent on potassium availability. Such genes are implicated in a variety of cellular processes including metabolism, molecular transport, transcriptional regulation and signal transduction. We believe the concerted interplay of this diverse suite of genes coordinates plant adaptation to potassium starvation.

Cold, drought, and high salinity are common stress conditions that adversely affect plant growth and crop productivity. Due to abiotic stresses, the plant metabolism and homeostasis is also affetced. In order to achieve adjustment of metabolic pathways, different signaling networks also worked together [113]. Plant adaptation to environmental stresses is dependent upon the activation of various cascades of molecular networks involved in stress perception, signal transduction, and the expression of specific stress-related genes and metabolites [114]. Genes found in potassium deprivation condition were also involved in plant stress management. Carboxyvinyl-carboxyphosphonate phosphorylmutase showed 62 fold downregulation in potassium deficient condition, was also downregulated in different stress treatment. Also potassium responsive genes such as heparanase, UDP glucoronosyl, phosphoglycerate kinase and beta-amylase were also directly involved in plant stress management [115], [116], [117], [118]. Various reports revealed that genes involved in signal transduction like CML14, BRI I, MAPK were also responsive to several environmental stresses [119], [120], [121].

## Conclusions

In the present study, comprehensive gene expression analysis was performed using Affymetrix rice genome arrays during short-term potassium deficiency and resupply of potassium to deprived seedlings. A large number of genes were found to be differentially expressed. Taking into account the many potential consequences of the gene expression changes we observed, our study emphasizes the major metabolic adjustments associated with adaptation to the stress of nutrient deficiency. Potassium nutrition impacts a number of metabolic, signaling and physiological processes; together these processes coordinate plant adaptation to low potassium conditions.

The overlap of low potassium responses with responses to biotic and abiotic stresses attests to the complex physiological changes triggered by nutrient starvation conditions. Under low potassium conditions, a large array of genes are activated, starting from sensing of nutrient deficiency in the soil to the transducing of this signal by activation of a plethora of signaling networks to, ultimately, the regulation of downstream proteins including transporters, enzymes, and transcription factors. We expect that the transcriptional changes in several diverse physiological and metabolic pathways are critical for adaptive responses to plant potassium deprivation conditon. Besides transcriptional regulation, post-translational modulation could certainly constitute another important mode of regulation in response to low potassium conditions. Despite the complexity of responses to potassium deficiency, we have made a hypothetical model to summarize the results of this study (Figure 7). As described in (Figure 7), low potassium influences metabolic processes and impacts genes related to different stress responses. Although, both processes are interconnected by various signaling pathways, the differential expression of individual components might affect the net signaling output of these highly interrelated processes. The changes in expression patterns of these components might govern the acclimation of the plant to such conditions. Further verification of these differentially expressed genes *in planta* by genetic and biochemical approaches will provide insights into the mechanistic regulation of these gene (s) during low potassium stress conditions, which ultimately can be translated to develop plants that can grow on soil with relatively low levels of potassium without compromising yield and productivity.

**Figure 7:**
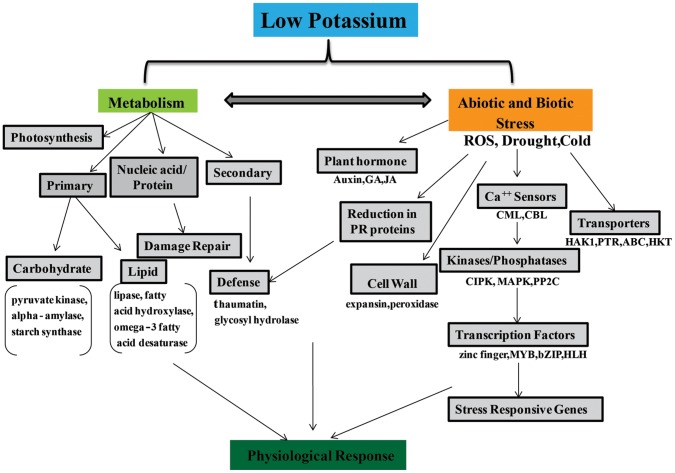
Model of plant responses and adaptation to potassium deficiency. Under low K^+^ conditions a large number of genes are affected. This condition alters plant metabolic as well as signaling responses. During K^+^ deprivation conditons, the initial reaction of plant is to sense the K^+^ deficiency followed by activation of several genes and gene networks, which might be working in tandem. As depected several genes encoding metabolic enzymes, protein involved in stress signaling, transporters, transcription factors could be the final target to bring about a physiological response such as tolerance or adaptation to low-K^+^ condition. Putative factors of K^+^ deficiency and adaptive responses are shown in boxes. Genes of related components are written below the boxes.

## Materials and Methods

### Plant Material and Growth Conditions

Seeds of indica rice (*Oryza sativa* subsp. *indica* cv. IR64) were surface sterilized and grown hydroponically in culture solution prepared as described [122]. The solution contained 1.14 mM NH_4_NO_3_, 0.258 mM NaH_2_PO_4_, 0.409 mM K_2_SO_4_, 0.798 mM CaCl_2_, 1.31 mM MgSO_4_, 0.0075 mM MnCl_2_, 0.06 µM (NH_4_)_6_Mo_7_O_24_, 15 µM H_3_BO_3_, 8 µM MnCl_2_, 0.12 µM CuSO_4_, 0.12 µM ZnSO_4_, 28 µM FeCl_3_, 61 µM citric acid, pH 4.7. Plants were grown in the rice growth room under the condition of 16 h light/8 h dark (28°C) photoperiod with 70% humidity. After 5 days of normal growth, one half of the rice seedlings were transferred to nutrient media with normal concentration of potassium (KP, 0.409 mM K_2_SO_4_) and other one half to medium without potassium (KM, 0 mM). After 5 days, potassium (0.409 mM K_2_SO_4_) was resupplied to the plants grown in KM medium for 6 h. The nutrient medium was changed at the interval of every 2 days. The seedlings were then harvested and immediately frozen in liquid nitrogen and stored at −80°C until total RNA isolation.

### Measurement of Total Ion Content

Seedlings treated with the above mentioned conditions of K^+^ concentration were collected and dried in oven at 80 degree for 24–48 h. To 100 mg of the dried tissue, 1 ml of spectroscopic grade concentrated HNO_3_ was added for the solubilisation. Samples were then incubated at room temperature (RT) for 2 days to ensure complete solubilisation of the tissue. The solubilized tissue was digested in the digester at 80° celcius temperature to vaporize almost 95% of the acid. The completely digested tissue was then transferred to a fresh micro-centrifuge tube and the volume was adjusted to a total of 1 ml using triple distilled milliQ water. The content was centrifuged at 10,000 g for 5 min and the supernatant was filtered using a 0.2 micron filter (Mdi, India). Three biological replicates were used for the statistical analysis. The concentrations of Na^+^ and K^+^ ions in seedling tissues were measured using a single-channel flame photometer (Digital Flame Analyzer model 2655-00; Cole-Parmer). In each analytical batch, reagent blanks and spiked samples were included in the acid digestion to assess the accuracy of the chemical analysis. The recovery of spike was 94–95% (n = 6). 100 µM and 40 µM solutions of NaCl and KCl were used as reference standards during analysis. Three biological replicates were analysed for each treatment.

### Measurement of Fresh and Dry Weight

A total of 15 rice seedlings were grown in normal (KP) and potassium deficient (KM) condition followed by weighing (fresh weight) separately and dried at 80°C for 48 h, and then again weighed (dry weight). DW/FW ratio was calculated and t - test (*P<0.05, **P<0.01) was used to analyze the statistical significance. Three biological replicates were used for fresh and dry weight measurement.

### RNA Extraction and Microarray Experiments

Total RNA was isolated from whole seedlings, except seeds, using the TRIzol method (Invitrogen Inc., USA), and RNA was further purified by Nucleospin RNA clean-up columns (Macherey-Nagel, Germany). The total RNA samples were quantified using nanodrop (ND-1000 Spectrophotometer (NanoDrop Technologies, USA ) and then analysed on denaturing MOPS agarose gel (2%) as well as by using Agilent Bioanalyser (Agilent Technologies, CA) for determining integrity and quality of RNA. After verifying the quality, 500 nanograms of RNA with 260∶280 ratios of 1.9–2.0 and 260∶230 ratios more than 2.0 was used for cDNA synthesis. Affymetrix GeneChip® Rice Genome Arrays representing 57,381 probe sets have been used to study the transcriptome profiles of potassium responsive genes in potassium deficient stress in rice. Labeling and hybridizations were carried out according to Affymetrix manual for one-cycle target labeling (Affymetrix, Santa Clara, CA). Hybridization was performed in a GeneChip® Hybridization oven 640 for 16 hours at 45°C and 60 rpm. GeneChips were washed using the fluidics protocol EukGE_WS2V5_450 in Affymetrix fluidic station model 450 and the chips were scanned using the Gene- Chip® Scanner 3000 (Affymetrix, Santa Clara, CA). Three biological replicates were used for each treatment.

### Microarray Data Analysis

The CEL files created by genechip operating software (GCOS) were imported into array assist (version 5.0) software (Stratagene, La Jolla, CA) for further analysis. GCRMA algorithm and log transformation were used for the normalization of microarray data. Student’s t-test was performed on log transformed value with the Benjamini-Hochberg correction to identify the differentially expressed genes. Benjamini-Hochberg correction ensured that transcripts showing significant changes were only analysed. Genes with fold change ≥2 and p<0.05 were considered to be significantly expressed. Oligonucleotide sequences of the probes were then mapped to Osa1 Rice Genome Annotation Project release 6 (RGAP: http://rice.plantbiology.msu.edu/) to annotate the differentially expressed genes. For hierarchical clustering, Euclidean distance metric and Wards linkage rule was used. Additional K-means clustering was carried out to identify the expression patterns of all differentially expressed genes in potassium-deficient conditions.

### Real-time PCR Analysis for the Validation of Microarray Data

Nineteen significantly differentially expressed genes under potassium deficiency were selected for quantitative real time PCR. The same RNA samples that were used for microarrays were also used for real time PCR. For all the selected genes primers were designed mainly from 3′ end of the gene using PRIMER EXPRESS version 2.0 (PE Applied Biosystems, USA) with default parameters. The primer sequences are listed in Table S4. Specificity of the primers was checked using BLAST tool of NCBI. First strand cDNA was prepared from 2 µg of DNase treated total RNA in 50 µl of reaction volume using high-capacity cDNA Archive kit (Applied Biosystems, USA). One µl of the first strand cDNA reaction was used for quantitative real time PCR. KAPA SYBR FAST Master Mix (KAPABIOSYSTEMS, USA) was used to determine the expression level for the genes in ABI Prism 7000 Sequence detection System (Applied Biosystems, USA). Three biological and three technical replicates were taken for each treatment, and standard deviation and standard error were calculated. As an endogenous control, *Actin* was used for the normalization of Ct value obtained and the relative expression values were calculated by ΔΔCt method.

## Supporting Information

Figure S1 **Comparison of functional category between rice and** ***Arabidopsis*** **in responses to K^+^ deficiency.**
(TIF)

Figure S2 **Comparison of functional category of rice seedling in responses to different nutrient deficiency.**
(TIF)

Figure S3 **Relation of potassium responsive DEGs with abiotic stresses.** (A) Genes related to metabolism category (B) Genes related to signal transduction category (C) Genes related to stress category.
(TIF)

Table S1 **722 genes showing fold change ≥2 in response to K^+^ starvation (P<0.05).**
(XLSX)

Table S2 **1876 genes showing fold change ≥2 in response to K^+^ resupply (P<0.05).**
(XLSX)

Table S3 **307 differentially expressed genes common in K^+^ starvation and K^+^ resupply.**
(XLSX)

Table S4 **List of primers used for real time PCR expression analysis.**
(XLSX)

Table S5 **Full category of 722 differentially expressed genes.**
(XLSX)

Table S6 **Genes showing fold change ≥1.5 in response to K^+^ starvation (P<0.05).**
(XLSX)

Table S7 **Common** ***cis*** **-regulatory elements found in highly expressive genes of** ***Arabidopsis*** **and rice in potassium deficient condition.**
(XLSX)

## References

[1] ClarksonDT, HansonJB (1980) The mineral nutrition of higher plants. Annu Rev Plant Physiol 31: 239–298.

[2] MaathuisFJM, SandersD (1996a) Mechanisms of potassium absorption by higher plant roots. Physiol Plant 96: 158–68.

[3] ZimmermannS, SentenacH (1999) Plant ion channels: from molecular structure stophysiological functions.Curr Opin Plant Biol. 2: 477–82.10.1016/s1369-5266(99)00020-510607654

[4] VeryAA, SentenacH (2003) Molecular mechanisms and regulation of K^+^ transport in higher plants. Annu Rev Plant Biol 54: 575–603.1450300410.1146/annurev.arplant.54.031902.134831

[5] ArmengaudP, BreitlingR, AmtmannA (2004) The potassium-dependent transcriptome of *Arabidopsis* reveals a prominent role of jasmonic acid in nutrient signaling. Plant Physiol 136: 2556–2576.1534778410.1104/pp.104.046482PMC523322

[6] LuanS, LanW, Chul LeeS (2009) Potassium nutrition, sodium toxicity, and calcium signaling: connections through the CBL-CIPK network. Curr Opin Plant Biol 12: 339–346.1950101410.1016/j.pbi.2009.05.003

[7] Tokas I, Pandey A, Pandey GK (2013) Role of Calcium-Mediated CBL–CIPK Network in Plant Mineral Nutrition and Abiotic Stress. *In* Molecular Stress Physiology of Plants Rout and Das (eds.) Springer India doi ––––10.1007/978–81–322–0807–5_10.

[8] KochianLV, ShaffJE, LucasWJ (1989) High-affinity K^+^ uptake in maize roots – a lack of coupling with H^+^ efflux. Plant Physiol 91: 1202–11.1666713310.1104/pp.91.3.1202PMC1062141

[9] MarschnerJP, RietbrockN (1995) Oxygen release kinetics in healthy subjects and diabetic patients. II: Effects of HbCO. Int J Clin Pharmacol Ther 33: 263–265.7655764

[10] Wyn Jones RJ, Pollard A (1983) Proteins, enzymes and inorganic ions. In A Lauchli, A Pirson, eds, Encyclopedia of Plant Physiol. Springer, Berlin, 528–562.

[11] SorgerGJ, GilesNH (1965) Genetic control of nitrate reductase in Neurospora crassa. Genetics 52: 777–788.582632210.1093/genetics/52.4.777PMC1210939

[12] SorgerGJ, EvansHJ (1966) Effects of univalent cations on the properties of yeast NAD^+^ acetaldehyde dehydrogenase. Biochim Biophys Acta 118: 1–8.595405910.1016/s0926-6593(66)80139-x

[13] NitsosRE, EvansHJ (1966) Effects of univalent cations on the inductive formation of nitrate reductase. Plant Physiol 41: 1499–1504.595684410.1104/pp.41.9.1499PMC550561

[14] PeoplesTR, KochDW (1979) Role of potassium in carbon dioxide assimilation in Medicago sativa L. Plant Physiol. 63: 878–881.10.1104/pp.63.5.878PMC54293716660830

[15] AmtmannA, BohnertHJ, BressanRA (2005) Abiotic stress and plant genome evolution. Search for new models. Plant Physiol 138: 127–130.1588868510.1104/pp.105.059972PMC1104168

[16] AhnSJ, ShinR, SchachtmanDP (2004) Expression of KT/KUP genes in *Arabidopsis* and the role of root hairs in K^+^ uptake. Plant Physiol 134: 1135–1145.1498847810.1104/pp.103.034660PMC389937

[17] AlcazarR, MarcoF, CuevasJC, PatronM, FerrandoA, et al (2006) Involvement of polyamines in plant response to abiotic stress. Biotechnol Lett 28: 1867–1876.1702878010.1007/s10529-006-9179-3

[18] SchachtmanDP, SchroederJI (1994) Structure and transport mechanism of a high-affinity potassium uptake transporter from higher plants. Nature 370: 655–658.806545210.1038/370655a0

[19] GierthM, MaserP (2007) Potassium transporters in plants–involvement in K^+^ acquisition, redistribution and homeostasis. FEBS Lett 581: 2348–2356.1739783610.1016/j.febslet.2007.03.035

[20] GrabovA (2007) Plant KT/KUP/HAK potassium transporters: single family - multiple functions. Ann Bot 99: 1035–1041.1749598210.1093/aob/mcm066PMC3243584

[21] YaoX, HorieT, XueS, LeungHY, KatsuharaM, et al (2011) Differential sodium and potassium transport selectivities of the rice OsHKT2;1 and OsHKT2;2 transporters in plant cells. Plant Physiol 152: 341–355.10.1104/pp.109.145722PMC279936819889878

[22] MaathuisFJ, SandersD (1994) Mechanism of high-affinity potassium uptake in roots of *Arabidopsis thaliana* . Proc Natl Acad Sci U S A 91: 9272–9276.793775410.1073/pnas.91.20.9272PMC44794

[23] PyoYJ, GierthM, SchroederJI, ChoMH (2010) High-affinity K^+^ transport in *Arabidopsis*: AtHAK5 and AKT1 are vital for seedling establishment and post germination growth under low-potassium conditions. Plant Physiol 153: 863–875.2041364810.1104/pp.110.154369PMC2879780

[24] XuJ, LiHD, ChenLQ, WangY, LiuLL, et al (2006) A protein kinase, interacting with two calcineurin B-like proteins, regulates K^+^ transporter AKT1 in *Arabidopsis* . Cell 125: 1347–1360.1681472010.1016/j.cell.2006.06.011

[25] LiL, KimBG, CheongYH, PandeyGK, LuanS (2006) A Ca^2+^ signaling pathway regulates a K^+^ channel for low-K response in *Arabidopsis* . Proc Natl Acad Sci U S A 103: 12625–12630.1689598510.1073/pnas.0605129103PMC1567929

[26] KasugaM, LiuQ, MiuraS, Yamaguchi-ShinozakiK, ShinozakiK (1999) Improving plant drought, salt, and freezing tolerance by gene transfer of a single stress-inducible transcription factor. Nat Biotechnol 17: 287–291.1009629810.1038/7036

[27] ChenW, ProvartNJ, GlazebrookJ, KatagiriF, ChangHS, et al (2002) Expression profile matrix of *Arabidopsis* transcription factor genes suggests their putative functions in response to environmental stresses. Plant Cell 14: 559–574.1191000410.1105/tpc.010410PMC150579

[28] SinghK, FoleyRC, Onate-SanchezL (2002) Transcription factors in plant defense and stress responses. Curr Opin Plant Biol 5: 430–436.1218318210.1016/s1369-5266(02)00289-3

[29] CherelI, MichardE, PlatetN, MoulineK, AlconC, et al (2002) Physical and functional interaction of the *Arabidopsis* K^+^ channel AKT2 and phosphatase AtPP2CA. Plant Cell 14: 1133–1146.1203490210.1105/tpc.000943PMC150612

[30] LeeSC, LanWZ, KimBG, LiL, CheongYH, et al (2007) A protein phosphorylation/dephosphorylation network regulates a plant potassium channel. Proc Natl Acad Sci U S A 104: 15959–15964.1789816310.1073/pnas.0707912104PMC2000415

[31] ShinR, SchachtmanDP (2004) Hydrogen peroxide mediates plant root cell response to nutrient deprivation. Proc Natl Acad Sci U S A 101: 8827–8832.1517359510.1073/pnas.0401707101PMC423280

[32] ShinR, BergRH, SchachtmanDP (2005) Reactive oxygen species and root hairs in *Arabidopsis* root response to nitrogen, phosphorus and potassium deficiency. Plant Cell Physiol 46: 1350–1357.1594698210.1093/pcp/pci145

[33] MittlerR, VanderauweraS, GolleryM, Van BreusegemF (2004) Reactive oxygen gene network of plants. Trends Plant Sci 9: 490–498.1546568410.1016/j.tplants.2004.08.009

[34] ImasM, ImasP (2007) Evaluation of potassium compared to other osmolytes in relation to osmotic adjustment and drought tolerance of chickpea under water deficit environments. J Plant Nutr 30: 517–535.

[35] SutterJU, SiebenC, HartelA, EisenachC, ThielG, et al (2007) Abscisic acid triggers the endocytosis of the *Arabidopsis* KAT1 K^+^ channel and its recycling to the plasma membrane. Curr Biol 17: 1396–1402.1768393410.1016/j.cub.2007.07.020

[36] Benlloch-GonzalezM, RomeraJ, CristescuS, HarrenF, FournierJM, et al (2010) K^+^ starvation inhibits water-stress-induced stomatal closure via ethylene synthesis in sunflower plants. J Exp Bot 61: 1139–1145.2005403010.1093/jxb/erp379

[37] MaTL, WuWH, WangY (2012) Transcriptome analysis of rice root responses to potassium deficiency. BMC Plant Biol 12: 161.2296358010.1186/1471-2229-12-161PMC3489729

[38] HigoK, UgawaY, IwamotoM, HigoH (1998) PLACE: a database of plant cis-acting regulatory DNA elements. Nucleic Acids Res 26: 358–359.939987310.1093/nar/26.1.358PMC147199

[39] MohantyB, KrishnanSP, SwarupS, BajicVB (2005) Detection and preliminary analysis of motifs in promoters of anaerobically induced genes of different plant species. Ann Bot 96: 669–681.1602713210.1093/aob/mci219PMC4247034

[40] PandeyGK, CheongYH, KimBG, GrantJJ, LiL, et al (2007) CIPK9: a calcium sensor-interacting protein kinase required for low-potassium tolerance in *Arabidopsis* . Cell Res 17: 411–421.1748612510.1038/cr.2007.39

[41] GierthM, MaserP (2007) Potassium transporters in plants-involvement in K^+^ acquisition, redistribution and homeostasis. FEBS Lett 581: 2348–2356.1739783610.1016/j.febslet.2007.03.035

[42] MaathuisFJ, FilatovV, HerzykP, KrijgerGC, AxelsenKB, et al (2003) Transcriptome analysis of root transporters reveals participation of multiple gene families in the response to cation stress. Plant J 35: 675–692.1296942210.1046/j.1365-313x.2003.01839.x

[43] Rodriguez-NavarroA, RubioF (2006) High-affinity potassium and sodium transport systems in plants. J Exp Bot 57: 1149–1160.1644937310.1093/jxb/erj068

[44] HermansC, HammondJP, WhitePJ, VerbruggenN (2006) How do plants respond to nutrient shortage by biomass allocation? Trends Plant Sci 11: 610–617.1709276010.1016/j.tplants.2006.10.007

[45] SchachtmanDP, ShinR (2007) Nutrient sensing and signaling: NPKS. Annu Rev Plant Biol 58: 47–69.1706728410.1146/annurev.arplant.58.032806.103750

[46] ArmengaudP, SulpiceR, MillerAJ, StittM, AmtmannA, et al (2009) Multilevel analysis of primary metabolism provides new insights into the role of potassium nutrition for glycolysis and nitrogen assimilation in *Arabidopsis* roots. Plant Physiol 150: 772–785.1934643910.1104/pp.108.133629PMC2689955

[47] WangY, WuWH (2010) Plant sensing and signaling in response to K^+^-deficiency. Mol Plant 3: 280–287.2033915610.1093/mp/ssq006

[48] Wasaki J, Yonetani R, Kuroda S (2003b) Transcriptomic analysis of metabolic changes by phosphorus stress in rice plant roots. Plant Cell Environ 26, 1515–1523.

[49] QuinetM, VrommanD, ClippeA, BertinP, LequeuxH, et al (2012) Combined transcriptomic and physiological approaches reveal strong differences between short- and long-term response of rice (*Oryza sativa*) to iron toxicity. Plant Cell Environ 35: 1837–1859.2250679910.1111/j.1365-3040.2012.02521.x

[50] van der MaarelMJ, van der VeenB, UitdehaagJC, LeemhuisH, DijkhuizenL (2002) Properties and applications of starch-converting enzymes of the alpha-amylase family. J Biotechnol 94: 137–155.1179616810.1016/s0168-1656(01)00407-2

[51] TerryN, UlrichA (1973) Effects of potassium deficiency on the photosynthesis and respiration of leaves of sugar beet under conditions of low sodium supply. Plant Physiol 51: 1099–1101.1665847410.1104/pp.51.6.1099PMC366413

[52] ZhaoDL, OosterhuisDM, BednarzCW (2001a) Influences of potassium deficiency on photosynthesis, chlorophyll content and chloroplast ultrastructure of cotton plants. Photosyntetica 39: 103–109.

[53] BasileB, ReidelEJ, WeinbaumSA, DeJongTM (2003) Leaf potassium concentration, CO_2_ exchange and light interception in almond trees (Prunus dulcis (Mill) D.A. Webb). Sci Hortic 98: 185–194.

[54] WangN, HuaH, EnejiAE, LiZ, DuanL, et al (2012) Genotypic variations in photosynthetic and physiological adjustment to potassium deficiency in cotton (*Gossypium hirsutum*). J Photochem Photobiol B 110: 1–8.2238714110.1016/j.jphotobiol.2012.02.002

[55] PeasleeDE, MossDN (1968) Stomatal conductivities in K^+^ deficient leaves of maize (*Zea mays L*.), Crop Sci. 8: 427–430.

[56] GrahamRD, UlrichA (1972) Potassium deficiency-induced changes in stomatal behavior, leaf water potentials, and root system permeability in *Beta rulgaris L*. Plant Physiol. 49: 105–109.10.1104/pp.49.2.105PMC36590916657905

[57] KanaiS, MoghaiebRE, El-ShemyHA, PanigrahiR, MohapatraPK, et al (2011) Potassium deficiency affects water status and photosynthetic rate of the vegetative sink in green house tomato prior to its effects on source activity. Plant Sci 180: 368–374.2142138210.1016/j.plantsci.2010.10.011

[58] LiuCH, ChaoYY, KaoCH (2012) Abscisic acid is an inducer of hydrogen peroxide production in leaves of rice seedlings grown under potassium deficiency. Bot Stud 53: 229–237.

[59] GuardiaMD, BellochM (1980) Effects of potassium and gibberellic acid on stem growth of whole sunflower plants. Physiol Plant 49: 443–448.

[60] KaruppanapandianT, MoonJC, KimC, ManoharanK, KimW (2011) Reactive oxygen species in plants: their generation, signal transduction, and scavenging mechanisms. Aust J Crop Sci 5: 709–725.

[61] WangYH, GarvinDF, KochianLV (2002) Rapid induction of regulatory and transporter genes in response to phosphorus, potassium, and iron deficiencies in tomato roots. Evidence for cross talk and root/rhizosphere-mediated signals. Plant Physiol 130: 1361–1370.1242800110.1104/pp.008854PMC166655

[62] KrasenskyJ, JonakC (2012) Drought, salt, and temperature stress-induced metabolic rearrangements and regulatory networks. J Exp Bot 63: 1593–1608.2229113410.1093/jxb/err460PMC4359903

[63] DhindsaRS, ClelandRE (1975) Water stress and protein synthesis: I. Differential inhibition of protein synthesis. Plant Physiol 55: 778–781.1665916610.1104/pp.55.4.778PMC541705

[64] MunnsR (2002) Comparative physiology of salt and water stress. Plant Cell Environ 25: 239–250.1184166710.1046/j.0016-8025.2001.00808.x

[65] BeckEH, FettigS, KnakeC, HartigK, BhattaraiT (2007) Specific and unspecific responses of plants to cold and drought stress. J Biosci 32: 501–510.1753616910.1007/s12038-007-0049-5

[66] ChavesMM, FlexasJ, PinheiroC (2009) Photosynthesis under drought and salt stress: regulation mechanisms from whole plant to cell. Ann Bot 103: 551–560.1866293710.1093/aob/mcn125PMC2707345

[67] SagiM, FluhrR (2006) Production of reactive oxygen species by plant NADPH oxidases. Plant Physiol 141: 336–340.1676048410.1104/pp.106.078089PMC1475462

[68] VellosilloT, VicenteJ, KulasekaranS, HambergM, CastresanaC (2010) Emerging complexity in reactive oxygen species production and signaling during the response of plants to pathogens. Plant Physiol 154: 444–448.2092116010.1104/pp.110.161273PMC2948990

[69] Sharma P, Jha AB, Dubey RS, Pessarakli M (2012) Reactive oxygen species, oxidative damage, and antioxidative defense mechanism in plants under stressful conditions. J Bot doi:10.1155/2012/217037.

[70] ApelK, HirtH (2004) Reactive oxygen species: metabolism, oxidative stress, and signal transduction. Annu Rev Plant Biol 55: 373–399.1537722510.1146/annurev.arplant.55.031903.141701

[71] HernandezI, AlegreL, Munne-BoschS (2004) Drought-induced changes in flavonoids and other low molecular weight antioxidants in *Cistus clusii* grown under Mediterranean field conditions. Tree Physiol 24: 1303–1311.1533974010.1093/treephys/24.11.1303

[72] BhattacharjeeS (2005) Reactive oxygen species and oxidative burst: Roles in stress, senescence and signal transduction in plants Currnt Scienc. 89: 7–10.

[73] JungJY, ShinR, SchachtmanDP (2009) Ethylene mediates response and tolerance to potassium deprivation in *Arabidopsis* . Plant Cell 21: 607–621.1919024010.1105/tpc.108.063099PMC2660615

[74] PandeyGK, GrantJJ, CheongYH, KimBG, Li leG, et al (2008) Calcineurin-B-like protein CBL9 interacts with target kinase CIPK3 in the regulation of ABA response in seed germination. Mol Plant 1: 238–248.1982553610.1093/mp/ssn003

[75] LanWZ, LeeSC, CheYF, JiangYQ, LuanS (2011) Mechanistic analysis of AKT1 regulation by the CBL-CIPK-PP2CA interactions. Mol Plant 4: 527–536.2159669010.1093/mp/ssr031

[76] SinghA, GiriJ, KapoorS, TyagiAK, PandeyGK (2010) Protein phosphatase complement in rice: genome-wide identification and transcriptional analysis under abiotic stress conditions and reproductive development. BMC Genomics 11: 435.2063710810.1186/1471-2164-11-435PMC3091634

[77] NakagamiH, PitzschkeA, HirtH (2005) Emerging MAP kinase pathways in plant stress signaling. Trends Plant Sci 10: 339–346.1595375310.1016/j.tplants.2005.05.009

[78] ArmengaudP, BreitlingR, AmtmannA (2010) Coronatine-insensitive 1 (COI1) mediates transcriptional responses of *Arabidopsis* thaliana to external potassium supply. Mol Plant 3: 390–405.2033915710.1093/mp/ssq012PMC2845782

[79] MaserP, ThomineS, SchroederJI, WardJM, HirschiK, et al (2001) Phylogenetic relationships within cation transporter families of *Arabidopsis* . Plant Physiol 126: 1646–1667.1150056310.1104/pp.126.4.1646PMC117164

[80] AmruthaRN, SekharPN, VarshneyRK, KishorP (2007) Genome-wide analysis and identification of genes related to potassium transporter families in rice (*Oryza sativa*). Plant Sci 172: 708–721.

[81] GuptaM, QiuX, WangL, XieW, ZhangC, et al (2008) KT/HAK/KUP potassium transporters gene family and their whole-life cycle expression profile in rice (*Oryza sativa*). Mol Genet Genomics 280: 437–452.1881049510.1007/s00438-008-0377-7

[82] GrabovA (2007) Plant KT/KUP/HAK potassium transporters: single family- multiple functions. Ann Bot 99: 1035–1041.1749598210.1093/aob/mcm066PMC3243584

[83] ZhangZ, ZhangJ, ChenY, LiR, WangH, et al (2012) Genome-wide analysis and identification of HAK potassium transporter gene family in maize (*Zea mays L*.). Mol Biol Rep 39: 8465–8473.2271130510.1007/s11033-012-1700-2

[84] WangTB, GassmannW, RubioF, SchroederJI, GlassAD (1998) Rapid Up-regulation of HKT1, a high-affinity potassium transporter gene, in roots of barley and wheat following withdrawal of potassium. Plant Physiol 118: 651–659.976555110.1104/pp.118.2.651PMC34841

[85] BanuelosMA, GarciadeblasB, CuberoB, Rodriguez-NavarroA (2002) Inventory and functional characterization of the HAK potassium transporters of rice. Plant Physiol 130: 784–795.1237664410.1104/pp.007781PMC166606

[86] NakamuraRL, McKendreeWLJr, HirschRE, SedbrookJC, GaberRF, et al (1995) Expression of an *Arabidopsis* potassium channel gene in guard cells. Plant Physiol 109: 371–374.748033710.1104/pp.109.2.371PMC157599

[87] AshleyMK, GrantM, GrabovA (2006) Plant responses to potassium deficiencies: a role for potassium transport proteins. J Exp Bot 57: 425–436.1636494910.1093/jxb/erj034

[88] RubioF, GassmannW, SchroederJI (1996) Response: high-affinity potassium uptake in plants. Science 273: 978–979.1783958810.1126/science.273.5277.978

[89] LiuW, SchachtmanDP, ZhangW (2000) Partial deletion of a loop region in the high affinity K^+^ transporter HKT1 changes ionic permeability leading to increased salt tolerance. J Biol Chem 275: 27924–27932.1082183110.1074/jbc.M002056200

[90] HorieT, YoshidaK, NakayamaH, YamadaK, OikiS, et al (2001) Two types of HKT transporters with different properties of Na^+^ and K^+^ transport in *Oryza sativa* . Plant J 27: 129–138.1148919010.1046/j.1365-313x.2001.01077.x

[91] RenZH, GaoJP, LiLG, CaiXL, HuangW, et al (2005) A rice quantitative trait locus for salt tolerance encodes a sodium transporter. Nat Genet 37: 1141–1146.1615556610.1038/ng1643

[92] CorratgeC, ZimmermannS, LambilliotteR, PlassardC, MarmeisseR, et al (2007) Molecular and functional characterization of a Na^+^-K^+^ transporter from the Trk family in the ectomycorrhizal fungus *Hebeloma cylindrosporum* . J Biol Chem 282: 26057–26066.1762601210.1074/jbc.M611613200

[93] JabnouneM, EspeoutS, MieuletD, FizamesC, VerdeilJL, et al (2009) Diversity in expression patterns and functional properties in the rice HKT transporter family. Plant Physiol 150: 1955–1971.1948291810.1104/pp.109.138008PMC2719131

[94] WalkerDJ, LeighRA, MillerAJ (1996) Potassium homeostasis in vacuolate plant cells. Proc Natl Acad Sci U S A 93: 10510–10514.1160770710.1073/pnas.93.19.10510PMC38416

[95] LanWZ, WangW, WangSM, LiLG, BuchananBB, et al (2010) A rice high-affinity potassium transporter (HKT) conceals a calcium-permeable cation channel. Proc Natl Acad Sci U S A 107: 7089–7094.2035126310.1073/pnas.1000698107PMC2872450

[96] WangHY, KlatteM, JakobyM, BaumleinH, WeisshaarB, et al (2007) Iron deficiency-mediated stress regulation of four subgroup Ib BHLH genes in *Arabidopsis thaliana* . Planta 226: 897–908.1751608010.1007/s00425-007-0535-x

[97] StrackeR, WerberM, WeisshaarB (2001) The R2R3-MYB gene family in *Arabidopsis thaliana* . Curr Opin Plant Biol 4: 447–456.1159750410.1016/s1369-5266(00)00199-0

[98] CominelliE, GalbiatiM, VavasseurA, ContiL, SalaT, et al (2005) A guard-cell-specific MYB transcription factor regulates stomatal movements and plant drought tolerance. Curr Biol 15: 1196–1200.1600529110.1016/j.cub.2005.05.048

[99] SeoPJ, XiangF, QiaoM, ParkJY, LeeYN, et al (2009) The MYB96 transcription factor mediates abscisic acid signaling during drought stress response in *Arabidopsis* . Plant Physiol 151: 275–289.1962563310.1104/pp.109.144220PMC2735973

[100] DubosC, StrackeR, GrotewoldE, WeisshaarB, MartinC, et al (2010) MYB transcription factors in *Arabidopsis* . Trends Plant Sci 15: 573–581.2067446510.1016/j.tplants.2010.06.005

[101] SeoPJ, ParkCM (2010) MYB96-mediated abscisic acid signals induce pathogen resistance response by promoting salicylic acid biosynthesis in *Arabidopsis* . New Phytol 186: 471–483.2014911210.1111/j.1469-8137.2010.03183.x

[102] RubioV, LinharesF, SolanoR, MartinAC, IglesiasJ, et al (2001) A conserved MYB transcription factor involved in phosphate starvation signaling both in vascular plants and in unicellular algae. Genes Dev 15: 2122–2133.1151154310.1101/gad.204401PMC312755

[103] DareAP, SchafferRJ, Lin-WangK, AllanAC, HellensRP (2008) Identification of a cis-regulatory element by transient analysis of co-ordinately regulated genes. Plant Methods 4: 17.1860175110.1186/1746-4811-4-17PMC2491621

[104] GilmartinPM, ChuaNH (1990) Spacing between GT-1 binding sites within a light-responsive element is critical for transcriptional activity. Plant Cell 2: 447–455.215217010.1105/tpc.2.5.447PMC159901

[105] VillainP, MacheR, ZhouDX (1996) The mechanism of GT element-mediated cell type-specific transcriptional control. J Biol Chem 271: 32593–32598.895508610.1074/jbc.271.51.32593

[106] ToyofukuK, UmemuraT, YamaguchiJ (1998) Promoter elements required for sugar-repression of the RAmy3D gene for alpha-amylase in rice. FEBS Lett 428: 275–280.965414810.1016/s0014-5793(98)00518-3

[107] SimpsonSD, NakashimaK, NarusakaY, SekiM, ShinozakiK, et al (2003) Two different novel cis-acting elements of erd1, a clpA homologous *Arabidopsis* gene function in induction by dehydration stress and dark-induced senescence. Plant J 33: 259–270.1253534010.1046/j.1365-313x.2003.01624.x

[108] KaplanB, DavydovO, KnightH, GalonY, KnightMR, et al (2006) Rapid transcriptome changes induced by cytosolic Ca^2+^ transients reveal ABRE-related sequences as Ca^2+^-responsive cis elements in *Arabidopsis* . Plant Cell 18: 2733–2748.1698054010.1105/tpc.106.042713PMC1626612

[109] FinklerA, KaplanB, FrommH (2007) Ca^2+^ responsive cis-elements in plants. Plant Signal Behav 2: 17–19.1970480010.4161/psb.2.1.3611PMC2633890

[110] WhalleyHJ, SargeantAW, SteeleJF, LacoereT, LambR, et al (2011) Transcriptomic analysis reveals calcium regulation of specific promoter motifs in *Arabidopsis* . Plant Cell 23: 4079–4095.2208608710.1105/tpc.111.090480PMC3246331

[111] CzempinskiK, ZimmermannS, EhrhardtT, Muller-RoberB (1997) New structure and function in plant K^+^ channels: KCO1, an outward rectifier with a steep Ca^2+^ dependency. EMBO J 16: 2565–2575.918420410.1093/emboj/16.10.2565PMC1169868

[112] ZimmermannS, HartjeS, EhrhardtT, PleschG, Mueller-RoeberB (2001) The K^+^ channel SKT1 is co-expressed with KST1 in potato guard cells–both channels can co-assemble via their conserved KT domains. Plant J 28: 517–527.1184959210.1046/j.1365-313x.2001.01177.x

[113] MittlerR (2006) Abiotic stress, the field environment and stress combination. Trends Plant Sci 11: 15–19.1635991010.1016/j.tplants.2005.11.002

[114] HuangCH, ChiouSH (2011) Proteomic analysis of upregulated proteins in *Helicobacter pylori* under oxidative stress induced by hydrogen peroxide. Kaohsiung J Med Sci 27: 544–553.2220853710.1016/j.kjms.2011.06.019PMC11916125

[115] KaplanF, KopkaJ, HaskellDW, ZhaoW, SchillerKC, et al (2004) Exploring the temperature-stress metabolome of *Arabidopsis* . Plant Physiol 136: 4159–4168.1555709310.1104/pp.104.052142PMC535846

[116] GadjevI, VanderauweraS, GechevTS, LaloiC, MinkovIN, et al (2006) Transcriptomic footprints disclose specificity of reactive oxygen species signaling in *Arabidopsis* . Plant Physiol 141: 436–445.1660366210.1104/pp.106.078717PMC1475436

[117] CastillejoMA, MaldonadoMA, OguetaS, JorrínJV, et al (2008) Proteomic analysis of responses to drought stress in sunflower (*Helianthus annuus*) leaves by 2DE gel electrophoresis and mass spectrometry. The Open Proteom J 1: 59–71.

[118] MorimotoS, TateishiN, MatsudaT, TanakaH, TauraF, et al (1998) Novel hydrogen peroxide metabolism in suspension cells of *Scutellaria baicalensis Georgi* . J Biol Chem 273: 12606–12611.957522210.1074/jbc.273.20.12606

[119] BajguzA (2009) Brassinosteroid enhanced the level of abscisic acid in *Chlorella vulgaris* subjected to short-term heat stress. J Plant Physiol 166: 882–886.1906213010.1016/j.jplph.2008.10.004

[120] ReddyAS, AliGS, CelesnikH, DayIS (2011) Coping with stresses: roles of calcium- and calcium/calmodulin-regulated gene expression. Plant Cell 23: 2010–2032.2164254810.1105/tpc.111.084988PMC3159525

[121] SinhaAK, JaggiM, RaghuramB, TutejaN (2011) Mitogen-activated protein kinase signaling in plants under abiotic stress. Plant Signal Behav 6: 196–203.2151232110.4161/psb.6.2.14701PMC3121978

[122] Yoshida S, Forno DA, Cook JH Gomez KA (1976) Laboratory Manual for Physiological Studies of Rice. 3rd ed. International Rice Research Institute, Los Banos, Philippines.

How the deposited data were processed for this re-analysis (not part of the article)

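The study hybridized 12 Affymetrix rice arrays, 3 biological replicates each of seedlings before transfer (0h), on medium with potassium (KP), on medium without potassium (KM) and resupplied with potassium for 6 h (KR). Each array was placed in its group by its title and source name. For the 0h arrays a treatment tag names the medium lacking potassium, against their title, source name and the study's text, and they were kept as 0h. Rises and falls in KM are differences of KM from KP, not from 0h. Rises and falls on resupply are differences of KR from KM. The hours of harvest are not stated, and these differences also hold 6 h of the day if KR was taken later than KM. The submitters' processing notes name GCOS 1.2.1, and the authors then normalized by GCRMA in ArrayAssist 5.0. The deposited intensity values are these GCRMA signals on a linear scale, made by the authors before deposit. The raw array scans and the PCR measurements are not used here.

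Log2 was taken with a floor of 1, which changed no value. The arrays' median log2 values were 2.79 to 2.83 in KR and 2.70 to 2.74 in the other groups. No further normalization was applied in the main test, and quantile normalization and a shift to equal medians were run as alternatives. Of 57,381 probe sets 123 are controls, and the other 57,258 were tested.

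The main test is limma with 1 mean per group over all 12 arrays, for KM against KP, KR against KM, KR against KP and KP against 0h. P values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. A probe set was called at an adjusted p under 0.05 and at least a 2-fold change, the thresholds of the study. A fold or log2 change is given with limma's standard error.

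Gene lists were tested with camera, once at its preset correlation of 0.01 and once with a correlation estimated from the data, adjusted over 22 lists per comparison. Members were also adjusted over the list alone. One probe set stands for a gene, the one with the highest mean over the 12 arrays. Probe sets naming several genes were left out. Of the lists 7 were written by locus before the data were examined. Another 16 gene families were defined by gene symbol once the gene symbols were at hand and before the values of their members were looked at, 1 of them joined to a list by locus. The lists that were to be built from gene descriptions are not analysed here, since the reference tables used hold no descriptions.

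Names come from the array's annotation table and the RefSeq gene table. In the annotation 22,436 probe sets have 1 gene, 95 have several and 34,727 have none, and 3195 probe sets (2459 genes) have a gene name. Loci come from the study's supplementary category table (412 probe sets, 411 with a locus). A list member without a matching name could be read only if that table held its locus. This holds for LOC_Os09g28430, LOC_Os02g52700 and LOC_Os01g25510 among the alpha-amylases and for LUX among the clock genes. Of 326 of these loci that could be compared with RefSeq, 320 are on the same chromosome.

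The named genes follow a rule written before the data were examined, and values in the paper's tables were seen before it was written. For KM against KP and KR against KM it takes the 10 named probe sets with the largest rise and the 10 with the largest fall among those past the thresholds whose groups do not overlap. It adds every gene the results text names for these arrays, the genes of the PCR figure (18 of 19 have a probe set, and the digits of the other locus differ between places in the study, where 1 form, LOC_Os09g28430, has a probe set and is reported with the alpha-amylases), and up to 4 members of each list with the smallest adjusted p in KM against KP. In all 179 probe sets are named. Members of a list outside this rule that are named in the text were chosen after their values were seen: TIP1;2, HAK16, CIPK10, another probe set of CIPK7, and PCNA. So were the genes under other observations in the closing section.

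The overlap of 2 comparisons is given with the number for independent lists and the number in 20 simulated sets of unchanged groups that share the KM arrays. The share of probe sets with opposite signs was set against the same simulated sets. Classes of return use the calls and signs of KM against KP, KR against KM and KR against KP. K-means used 16 clusters and seed 1 on the log2 values of the 9 KP, KM and KR arrays for the probe sets called in KM against KP. Principal components and distances used centred log2 values.

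A self-test wrote changes of known size into simulated arrays with the spread of the real ones, 50 probe sets for each size, for the KM against KP comparison. limma called 0%, 40%, 94% and 98% of changes of 1.5, 2, 3 and 4-fold, and 2 of 57,058 unchanged probe sets. The methods' t-test called 0%, 24%, 82% and 82%, and 0 unchanged probe sets.

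The alternatives, the named gene rule, the main test and the groups were fixed before the data were examined. Alternatives for the counts are the methods' t-test (Student's test with equal variances, adjusted, and also unadjusted), limma on the 2 compared groups only, only probe sets with a log2 value of at least 5 in 3 arrays, quantile normalization, a shift to equal medians, 1.5-fold or no fold threshold, an intensity trend with robust settings, a replicate block, shared probe sets left out, and each array left out in turn. The methods' t-test with the control probe sets kept was added after seeing the data. The number of arrays, 3 per group, limits the precision of every value.

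Software: R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.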

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

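KR differed from KP at 1834 probe sets, a direct comparison the study does not report. KP differed from 0h at 6632 probe sets, a comparison for which the study gives no count. It states that the data were normalized against untreated seedlings and uses the 0h arrays for correlations and principal components. These 2 results stand here as signals in comparisons the study does not report.

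For each comparison the 6 arrays were also split into 3 and 3 in the other ways. With 10 splits no share under 0.05 is possible. In KM against KP the real split called 1457 probe sets and the highest other 0. In KR against KM these were 2183 and 1, in KR against KP 1834 and 0, and in KP against 0h 6632 and 0. In each case 1 split, the real one, called as many. At the unadjusted p the highest other splits called 91, 58, 68 and 181, against 1645, 2239, 1891 and 6710.

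The patterns are weighed below, and 2 of the tests, "reading of one probe set" and "one shared probe set reporting the family", were chosen only after the result was seen. The conditions on LUX in the test of harvest time and on background in the test of seed remains were also added after the values were seen.

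Clock genes differed between KM and KP: CCA1 fell by 4.71 on the log2 scale, PRR95 was lower, and LUX was higher. If KM had been harvested later in the light period, evening genes GI and PRR1 should both be at least 2-fold higher in KM. The smaller of their log2 changes was 0.167, and by the bound set in advance (either gene under 2-fold) this would count against the explanation. That bound was set aside after the values were seen, because LUX, also an evening gene, was higher (1.08, and 1.00 without KP replicate 1, where the call was lost) and GI moved the same way (0.74), which a small shift in time allows. Harvest at different times of day therefore stays open, and the hour of harvest is not stated. The same holds for KR, where no test was made: the methods can be read as taking KR 6 h after KM and KP, and PRR95 had a log2 change of 2.84 against KM and 1.75 against KP. The 2183 and 1834 probe sets of the KR comparisons are therefore not separated from a difference in time of day. That limit also covers the 6632 probe sets of KP against 0h, where 4 of 7 clock genes were higher. The difference does not rest on the reading of one probe set, since 3 genes of the list were called. These genes, CCA1, PRR95 and LUX, were put on the list with the study's tables seen. Their number was therefore known beforehand and is not independent evidence. The other 4 measured clock genes were not called.

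Alpha-amylases were higher in KM than in KP. Seed remains in the KM samples should also raise seed storage genes, whose median log2 change was 0.0194 with no gene called at 2-fold by limma, at the adjusted or the unadjusted p, or by the methods' t-test. By the bound set in advance this would count against seed remains. That bound was set aside after the values were seen, because 4 of the 6 genes lie near background in KP and KM, and spent seed tissue need not hold these transcripts. The study's methods state that seeds were left out of the samples, and seed remains stay open here. One shared probe set reporting the family should leave 1 gene or only shared probe sets, and 4 genes were called by probe sets not marked as shared. So 1 shared probe set does not account for the rise, and a biological cause was not tested.

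Between KR and KM many small changes passed the adjusted p: 23922 of them were under 2-fold, and 84.2% of these were higher in KR. Of the small changes 74.2% lay on dim probe sets, just under the 75% written in advance, where 68.3% of all tested probe sets are dim. Among dim ones 94.8% were higher in KR, and among bright ones 53.7%. Quantile normalization left 60.0% of the probe sets at an adjusted p under 0.05, between the limits written in advance. A raised level of dim probe sets on the KR arrays and the normalization between arrays both stay open.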

How the results depend on the processing

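No named gene's call changed sign under the alternatives in KM against KP, KR against KM or KR against KP, the last of these compared after seeing the data. KP against 0h was not examined gene by gene. Of the 117 named calls in KM against KP 16 were lost without some single array, of the 80 in KR against KM 7, and of the 64 in KR against KP 14. Limma on the compared groups only lost 6 named calls and gained 7 in KM against KP. Lost were RAmy1A, PIP2;5, CASP1, TIFY11a, CDPK1 and CML15, and gained were HB1, HB2, CPK21, LOC_Os01g09830, LOC_Os03g46070, LOC_Os01g43720 and LOC_Os05g31140. In KR against KM it lost LOC_Os07g41060 and gained RAmy1A, and in KR against KP it lost 4 and gained 1.

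The numbers of changed probe sets depend most on the thresholds. With no fold threshold they were 5979 (KM against KP), 26105 (KR against KM), 25253 (KR against KP), 15284 (KP against 0h) and 3520 in both of the first 2 comparisons. At 1.5-fold they were 3364, 5066, 4694, 11367 and 1630. These alternatives admit smaller changes by construction. With no fold threshold the order of the comparisons turned too, KR against KM having the most in place of KP against 0h. After quantile normalization KR against KM had 15675. The balance of higher and lower turned with them: 546 and 911 in KM against KP became 1696 and 1668 at 1.5-fold and 3495 and 2484 with no fold threshold. With no fold threshold 1003 and 1180 in KR against KM became 21135 and 4970, and 657 and 1177 in KR against KP became 21060 and 4193. In KP against 0h 3362 and 3270 became 5132 and 6235 at 1.5-fold, 6631 and 8653 with no fold threshold, 2521 and 2770 with shared probe sets left out, and 3270 and 3344 without 0h replicate 1. The methods' t-test gave 722 in KM against KP, also 722 with the control probe sets kept (an alternative chosen after seeing the data), and 307 in both comparisons. The cause was not tested.

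The other alternatives stayed within 1.5 times the main count: 1141 to 1563 in KM against KP, 1729 to 2213 in KR against KM, 1430 to 1945 in KR against KP, 5291 to 6735 in KP against 0h and 512 to 709 in both. Leaving out each array in turn gave 1218 to 1474, 2022 to 2144, 1729 to 1886 and 6456 to 6735. Shifting the arrays to equal medians moved the share of higher probe sets in KR against KP from 35.8% to 25.7%. The KR arrays had the highest medians, so this shift lowers KR values by construction, and no other cause was tested.

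A replicate block called 1361 probe sets in KM against KP and 2158 in KR against KM. As a check of pairing, residual correlations of arrays with the same replicate number were -0.03, 0.08 and -0.13 between KP and KM and -0.14, -0.04 and -0.10 between KR and KM, so the numbers do not pair the arrays.

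The lowest replicate correlation was 0.985 on linear signal, 0.993 on log2 values and 0.989 by Spearman's rho. The ratio of the KR-KP to the KR-KM distance, 0.826 on 2 components, was 0.503 on linear signal, 0.783 with only bright probe sets and 0.952 without the 0h arrays. The KM-KP distance on 2 components went from 24.7 to 92.7 without the 0h arrays. The cause was not tested.

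By camera 8 lists passed in KM against KP and 1 in KR against KM. With an estimated correlation 0 and 0 passed. In KR against KM 3 passed with every probe set of a gene and 0 after quantile normalization. The cause was not tested.

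The share of probe sets reversed past the thresholds, 44.3%, was 41.3% by the methods' t-test. It was 41.4% to 44.4% with each array left out in turn, 41.4% being without KP replicate 2. By K-means 55.8% lay in clusters whose mean reversed past 2-fold, a different measure that tests no single probe set. The cause was not tested. Over all the study's categories 179 probe sets were reversed past the thresholds, and 162 to 235 under the alternatives. Counts within a category moved more. At 1.5-fold the number not called different between KR and KP went from 18 to 8 for transporters and from 12 to 7 for photosynthesis, and the number that rose then fell went from 1 to 5 for cell wall. Leaving out each KP or KM array took the defense probe sets lower in KM from 6 to 3. With some single array left out, other transporters that rose past the thresholds on resupply went from 4 to 2, heat stress probe sets lower in KM from 9 to 6, cell wall probe sets higher in KM from 9 to 6, and transporters not called different between KR and KP from 18 to 12. Other category counts of a few probe sets moved as much.

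About 68.3% of tested probe sets are dim, with a mean log2 value under 5, and small changes there are the least certain.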

Differences from the paper's values

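The paper gives 722 probe sets changed in KM against KP, 281 higher and 441 lower. The limma fit gave 1457, 546 and 911. For the total, the methods' t-test with or without the control probe sets does not differ from the paper's value, and all the other alternatives do. Values within 1.5 times are not counted as different. For higher, the methods' t-test (with or without controls) gives the paper's value, and leaving out shared probe sets gives 414, within 1.5 times of it. For lower, only the methods' t-test, with or without controls, does not. The paper gives 307 probe sets changed in both comparisons and limma 674, where the methods' t-test with or without the control probe sets gives 307 and the other alternatives differ. Keeping the control probe sets was chosen after seeing the values.

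The paper's text puts lipoxygenase LOC_Os02g10120 16-fold higher in KM and the jacalin-like lectin LOC_Os12g14440 65-fold higher. Here the ratios of KM to KP were 0.0620 and 0.0153, that is, the same size in the opposite direction, under the alternatives run, and the paper's own Table 2 marks the 2 as down. The paper counts 55 transcription factors as induced in KM, and 13 of the 55 were higher and 40 lower here. That number of induced factors differs under the alternatives run. The same passage of the paper has most zinc finger factors and some MYB factors lower in KM, so it does not hold all 55 to be higher.

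Some directions stated in the paper's text were not found by limma. For the single genes named below, the paper's own Table 2 holds the same folds as found here. It marks HKT2;3 and HKT2;4 as down on resupply, and the lipoxygenase and the lectin as up. It also marks a photosynthesis gene, the early light-induced protein, as down on resupply. The paper states that every photosynthesis gene went up on resupply, and 14 of 17 did at any size and 11 past the thresholds. It states that HKT2;3 and HKT2;4 went up on resupply, and their log2 changes were -0.07 and -0.10. The MYB genes named as raised by resupply had changes of 0.13, 0.54 and 0.42 and were not called, nor was the beta-amylase (0.39). The paper has more stress genes up than down in KM, and 20 were higher and 29 lower here. It has the lipoxygenase and the lectin declining after resupply, and the lipoxygenase rose (2.21) and the lectin was not called (0.93).

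The paper gives 2 different totals for the resupply comparison and 2 different numbers of clusters. The methods' t-test gave 1866, or 1867 with the control probe sets kept (chosen after seeing the values). All 66 correlations of the paper's Table 1 match to 5.27e-07, and of the 142 folds per comparison in its Table 2, 0 differ.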

Other observations

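Genes that build diterpenoid phytoalexins fell together on resupply. The list was chosen after the values were seen. Of 10 genes on the array 9 were lower in KR than in KM (median log2 change -2.20), and 6 were lower in KR than in KP. CPS4 (-3.41), CPS2 (-2.22), CYP71Z6 (-2.27), CYP71Z7 (-2.18), CYP76M8 (-2.12) and CYP76M6 (-1.53) fell beside CYP99A2 and CYP99A3. CYP76M6 was near background in KP and KR (means 2.26 and 2.23). In KM against KP 2 of the 10 were higher and the other 8 were not called. The methods' t-test did not call CPS2 or CYP71Z7 on resupply, CYP71Z7 in KM, or CPS4, CYP76M5 and CYP76M8 in KR against KP.

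NAS1 and NAS2, nicotianamine synthases that make the precursor of iron-chelating phytosiderophores, were lower without potassium and had not recovered by 6 h, also a choice made after the values were seen. NAS1 had a log2 change of -3.23 in KM and NAS2 -2.89, and in KR against KP they were at -5.29 and -4.44. Their KR means were 2.43 and 2.78, near background, so the sizes of the KR differences are uncertain. The KP arrays varied (SD 1.63 and 1.24), and the methods' t-test called neither in KM (adjusted p = 0.220 and 0.158). Between KR and KM NAS1 fell further (-2.06, limma adjusted p = 0.0398) and NAS2 was not called. NAS3 was not called in KM (0.23). Of 7 iron acquisition genes 3 were lower in KM, FRO1 among them, and 4 were lower in KR than in KP. In KR against KM 1 was higher, FRO1 (1.89), and 1 was lower, NAS1.

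Chlorophyll synthesis genes, again chosen after the values were seen, had 5 of 6 lower in KM and 5 of 6 higher on resupply (median log2 changes -1.71 and 2.62). PORB ended 1.05 above KP. Among 5 DREB1 factors 1 was lower in KM, DREB1B (-2.25), and 2 were higher on resupply, CBF3 and DREB1G. The methods' t-test called none of these 3 (adjusted p = 0.182, 0.0593 and 0.0524).

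Heat stress transcription factors as a family of 20 had 2 higher and 4 lower in KR against KP (camera adjusted p = 0.00218, and adjusted p = 0.0351 with an estimated correlation). After quantile normalization the family was not called (adjusted p = 0.0662).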
